# Comparative transcriptional profiling analysis of developing melon (*Cucumis melo* L.) fruit from climacteric and non-climacteric varieties

**DOI:** 10.1186/s12864-015-1649-3

**Published:** 2015-06-09

**Authors:** Montserrat Saladié, Joaquin Cañizares, Michael A. Phillips, Manuel Rodriguez-Concepcion, Christian Larrigaudière, Yves Gibon, Mark Stitt, John Edward Lunn, Jordi Garcia-Mas

**Keywords:** Carotenoids, Fruit ripening, Ethylene, Fruit development, Microarray, Sucrose

## Abstract

**Background:**

In climacteric fruit-bearing species, the onset of fruit ripening is marked by a transient rise in respiration rate and autocatalytic ethylene production, followed by rapid deterioration in fruit quality. In non-climacteric species, there is no increase in respiration or ethylene production at the beginning or during fruit ripening. Melon is unusual in having climacteric and non-climacteric varieties, providing an interesting model system to compare both ripening types. Transcriptomic analysis of developing melon fruits from Védrantais and Dulce (climacteric) and Piel de sapo and PI 161375 (non-climacteric) varieties was performed to understand the molecular mechanisms that differentiate the two fruit ripening types.

**Results:**

Fruits were harvested at 15, 25, 35 days after pollination and at fruit maturity. Transcript profiling was performed using an oligo-based microarray with 75 K probes. Genes linked to characteristic traits of fruit ripening were differentially expressed between climacteric and non-climacteric types, as well as several transcription factor genes and genes encoding enzymes involved in sucrose catabolism. The expression patterns of some genes in PI 161375 fruits were either intermediate between. Piel de sapo and the climacteric varieties, or more similar to the latter. PI 161375 fruits also accumulated some carotenoids, a characteristic trait of climacteric varieties.

**Conclusions:**

Simultaneous changes in transcript abundance indicate that there is coordinated reprogramming of gene expression during fruit development and at the onset of ripening in both climacteric and non-climacteric fruits. The expression patterns of genes related to ethylene metabolism, carotenoid accumulation, cell wall integrity and transcriptional regulation varied between genotypes and was consistent with the differences in their fruit ripening characteristics. There were differences between climacteric and non-climacteric varieties in the expression of genes related to sugar metabolism suggesting that they may be potential determinants of sucrose content and post-harvest stability of sucrose levels in fruit. Several transcription factor genes were also identified that were differentially expressed in both types, implicating them in regulation of ripening behaviour. The intermediate nature of PI 161375 suggested that classification of melon fruit ripening behaviour into just two distinct types is an over-simplification, and that in reality there is a continuous spectrum of fruit ripening behaviour.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1649-3) contains supplementary material, which is available to authorized users.

## Background

Fruit-bearing plants can be broadly classified into two groups based on the type of fruit ripening: climacteric or non-climacteric [1]. In climacteric species, e.g. apple, banana, tomato and avocado, there is a sudden rise in respiration at the onset of ripening, which is accompanied by autocatalytic ethylene synthesis [2]. By contrast, there is little or no ethylene production in mature non-climacteric fruits, e.g. grape, *Citrus spp*, strawberry and pineapple [2]. However, there are many features of fruit ripening that are common to both climacteric and non-climacteric species indicating that there is overlap in the molecular mechanisms underlying the ripening process in both types, despite the differences in respiration and ethylene production. Ripening has a major impact on the organoleptic properties of the fruit, such as aroma, flavour, sweetness, acidity, colour and firmness [2–4]. Although the quality of some climacteric fruits generally deteriorates rapidly after peak maturity, limiting the potential market available to commercial fruit producers and providing suitable conditions for pathogen infection, there are some climacteric fruits that store for longer periods (e.g. apple). In contrast, some non-climacteric fruits tend to have a longer shelf life with fewer post-harvest losses during storage and transport, but non-climacteric fruits that are very perishable are also found (e.g. strawberry) [5, 6]. In nature, fruit ripening must be tightly coordinated with seed development to ensure that fruit consumption and seed dispersal by animals occurs only when the seeds are fully mature and viable. Thus there is both scientific and commercial interest in understanding the molecular mechanisms that differentiate climacteric from non-climacteric fruit ripening.

Climacteric fruit ripening has been extensively investigated in tomato (*Solanum lycopersicum*; syn*. Lycopersicon esculentum*) [7–9]. Most of the enzymes, receptors and other factors involved in ethylene synthesis, perception and signalling were first identified from analysis of ethylene response mutants in *Arabidopsis thaliana* [10], and orthologous proteins that are key components of the climacteric response have been found from comparative studies in tomato [11–13]. In addition, analysis of tomato mutants with impaired fruit ripening has revealed a number of transcription factors that are positive regulators of ripening including: RIPENING INHIBITOR [14], NON-RIPENING [15], COLORLESS NON-RIPENING [16], TOMATO AGAMOUS-LIKE-1 [17] and the homeobox protein HB-1 [18]. A member of the APETALA2 family has been identified as a negative regulator of ripening [19, 20]. Despite these advances, the molecular mechanisms involved in the initial triggering of the climacteric and the factors that determine the fruit’s responsiveness to exogenous ethylene remain largely unknown [21]. Furthermore, our knowledge of how metabolic changes and other aspects of fruit ripening are coordinated is fragmentary in both climacteric and non-climacteric species [22–25]. Only recently, epigenetic studies in tomato have suggested that epigenome modifications are important for the control of fruit ripening, and that they may work in concert with ethylene and fruit-specific transcription factors for the transition of fruit to the ripening competent stage [26].

Non-climacteric ripening has mostly been studied in strawberry, grape and *Citrus spp* [27–29]. However, comparison of these species with tomato has had limited success in elucidating the mechanisms that differentiate climacteric and non-climacteric ripening because of interspecific differences in gene/protein profiles and expression patterns that are unrelated to ripening. Integrative comparative analyses of transcript and metabolite levels have been performed in pepper and tomato during ripening [30] revealing new information about the metabolic regulation during climacteric and non-climacteric fruit development in these two closely related species. Melon is highly unusual in having both climacteric and non-climacteric varieties within the one species, making this an ideal subject to investigate the fundamental basis of the different ripening programs [31–33].

Climacteric melon varieties, such as the *reticulatus* and *cantalupensis* groups (e.g. cantaloupes), exhibit a characteristic burst of respiration and ethylene production at maturity [31, 34, 35]. This is usually accompanied by softening of the fruit, production of aromatic volatile compounds (e.g. esters, alcohols, apocarotenoids, sulphur-containing metabolites and aldehydes), fruit abscission, and ethylene-independent biosynthesis of β-carotene [4], which gives a characteristic orange colour to the flesh [36–39]. In contrast, non-climacteric melon varieties, such as the *inodorus* type [40, 41] do not undergo a respiratory burst or autocatalytic ethylene production. The fruits also have little aroma as they do not produce volatile esters, remain firm when ripe, are generally white-fleshed, and do not abscise from the mother plant. The lack of aroma or other obvious signs of ripeness make it more difficult for the grower to assess the optimal time for harvesting of these types, but this is offset by their longer shelf life.

To date, most investigations performed to improve knowledge of melon fruit ripening have been focussed on the analysis of climacteric types [42, 43]. A transcriptional analysis during fruit development and ripening in melon has been performed in the climacteric lines PI 414723 and Dulce [44], but the study was limited to genes associated with sugar accumulation [45] and the transcript data are not publicly available. A detailed transcriptomic analysis of the mature-fruit abscission zone in the Védrantais climacteric melon type has also recently been reported, identifying candidate genes associated with the induction of fruit abscission [46]. So far there are no studies describing transcriptomic changes during fruit development in non-climacteric fruit types.

The aim of the work presented here was to identify genes specific to climacteric or non-climacteric ripening by comparing patterns of gene expression during fruit development in melon varieties of the two types. Comparative transcriptomics in melon has been made possible by the development of a microarray with probes for over 17,000 melon unigenes [47] and sequencing of the melon genome [48]. We relate the observed changes in transcript abundance with changes in ethylene production, sugar levels, carotenoid content, and fruit firmness to identify candidate genes involved in determining these and other traits associated with fruit ripening.

## Results and discussion

### Climacteric and non-climacteric fruit types display distinct patterns of ethylene production and sugar and carotenoid accumulation

Two melon varieties, cv. Védrantais (Ved; *cantalupensis* group) and cv. Dulce (Dul; *reticulatus* group), were chosen as representatives of the climacteric type and compared with cv. Piel de sapo (PS; *inodorus* group) and accession PI 161375 (PI, *conomon* group) as non-climacteric types (Fig. 1a). Ved and Dul fruits showed a burst of ethylene production, peaking at 35 and 37 days after pollination (DAP), respectively, while PS and PI had lower and constant levels of ethylene production (Fig. 1b). When 1000 ppm of exogenous ethylene was applied to melons at the pre-ripe stage for 24 h at 20 °C, Ved and Dul fruits increased the production of endogenous ethylene, whereas PS and PI did not respond to the external treatment. We measured the expression of several ethylene related genes on PS, PI and Dulce, both in control and in ethylene treated fruits by qRT-PCR (Additional file 1: Figure S1). These results showed that the climacteric Dulce fruit increases the expression of ethylene inducible genes, compared with control fruits, when fruits where exogenously treated. However insensitive fruits, such as PS and PI, seem not to be affected by external ethylene (Additional file 1: Figure S1). These results confirmed the expected climacteric/non-climacteric behaviour of the four genotypes and suggest that the non-climacteric phenotypes of PS and PI may be due to impairment in ethylene production and/or sensing and downstream responses to exogenous ethylene.

**Fig. 1:**
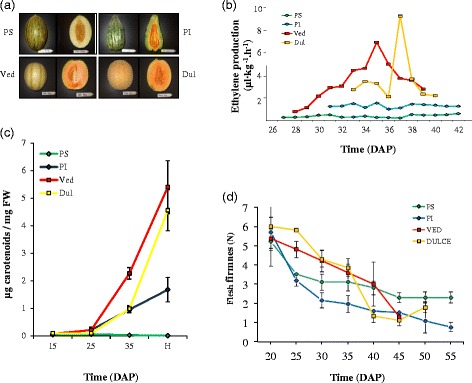
**a**: Ripe fruit of the four melon genotypes. The picture shows the differences in shape, size, external appearance (left) and flesh color (longitudinal cross, right). ‘Piel de Sapo’ (PS), PI 161375 (PI), ‘Dulce’ (Dul) and ‘Védrantais’ (Ved). **b**: Ethylene production. Endogenous ethylene production (μl · kg-1.h-1) of the four fruit genotypes at different time points. **c**: Carotene analysis. Total carotenoid content of melon fruit flesh of the four fruit genotypes at 15, 25, 35 DAP and harvest (H). **d**: Flesh firmness. Measured (in N) every 5 days until harvest for the four fruit genotypes

Ripe Ved and Dul fruits have orange flesh, whereas the flesh of PS is white (Fig. 1a). PI has an outer region of green flesh and an inner core of orange flesh. Consistent with these visual phenotypes, the concentration of carotenoids increased in orange-fleshed melons during ripening (Ved, Dul and PI), whereas PS had very low carotenoid levels even in the mature fruits (Fig. 1c). In mature fruits, β-carotene was by far the most abundant carotenoid, with trace amounts detected even in the white-fleshed PS (Table 1). In addition to β-carotene, accession PI also accumulated substantial amounts of lutein, violaxanthin, β-cryptoxanthin and α-carotene (Table 1). Lutein and violaxanthin are accessory pigments in photosynthetic tissues, suggesting that these may have originated from the outer, green-fleshed regions of the PI fruit. For all genotypes there was a gradual decline in the firmness of the fruit during development, but in PS firmness remained constant from 45 DAP onwards (Fig. 1d).

**Table 1:** Carotenoid content of mature melon fruit from Védrantais (Ved; orange, harvested at 45 DAP), Piel de Sapo (PS; white, 55 DAP), Dulce (Dul; orange, 50 DAP) and PI 161375 (PI; green/orange, 50 DAP). Data are mean ± S.D. (*n* = 3). n.d. not detected

Carotenoid	Fruit carotenoid content (μg g^−1^FW)			
	Ved	PS	Dul	PI
Violaxanthin	n.d	n.d	n.d	129 ± 21
Lutein	n.d	n.d	19 ± 18	220 ± 28
β-cryptoxanthin	47 ± 13	n.d	24 ± 13	176 ± 47
α-carotene	42 ± 12	n.d	35 ± 3	153 ± 45
β-carotene	5316 ± 946	9 ± 3	4483 ± 946	998 ± 265

In climacteric melon varieties, fruit maturity is recognisable by the distinct aroma of the fruit, softening of the fruit, and often by the abscission of the fruit from the plant. In contrast, non-climacteric varieties do not show such obvious signs of ripeness, making comparison of genotypes at equivalent stages of development problematic. However, increasing sweetness is a feature common to some varieties from both climacteric and non-climacteric melons as they ripen and is one of the most important quality traits for the consumer. Therefore, we measured fruit sugar content at 5-day intervals to assess whether this could be used as an objective measure of ripeness for the non-climacteric varieties. Within each genotype there was little variation over time in the glucose and fructose content of the fruits between 5 days after pollination (DAP) and maturity at 55 DAP (PS and PI) or abscission of the fruit at 45–50 DAP (Ved and Dul) (Fig. 2). Sucrose levels were very low in young developing fruits (5–25 DAP) of all genotypes and then rose dramatically from 30 DAP (Ved, PS and PI) or 40 DAP (Dul) onwards (Fig. 2), suggesting that sucrose accumulation could be used as a marker for the onset of ripening. In all four genotypes there was considerable variation in sucrose content between individual fruits during the later stages of ripening, but the average sucrose content of PS fruits reached a plateau at 45 DAP, changing little thereafter up to 55 DAP. In contrast, PI fruits showed a clear drop in sucrose content by 55 DAP. In subsequent experiments, maturity was defined by abscission of the fruits for Ved (45 DAP) and Dul (50 DAP), while for PS (55 DAP) and PI (50 DAP) maturity was considered to be the last time point where the fruits had high sucrose content. Statistical analysis supporting differences in sugars accumulation is provided in Additional file 2: Table S1.

**Fig. 2:**
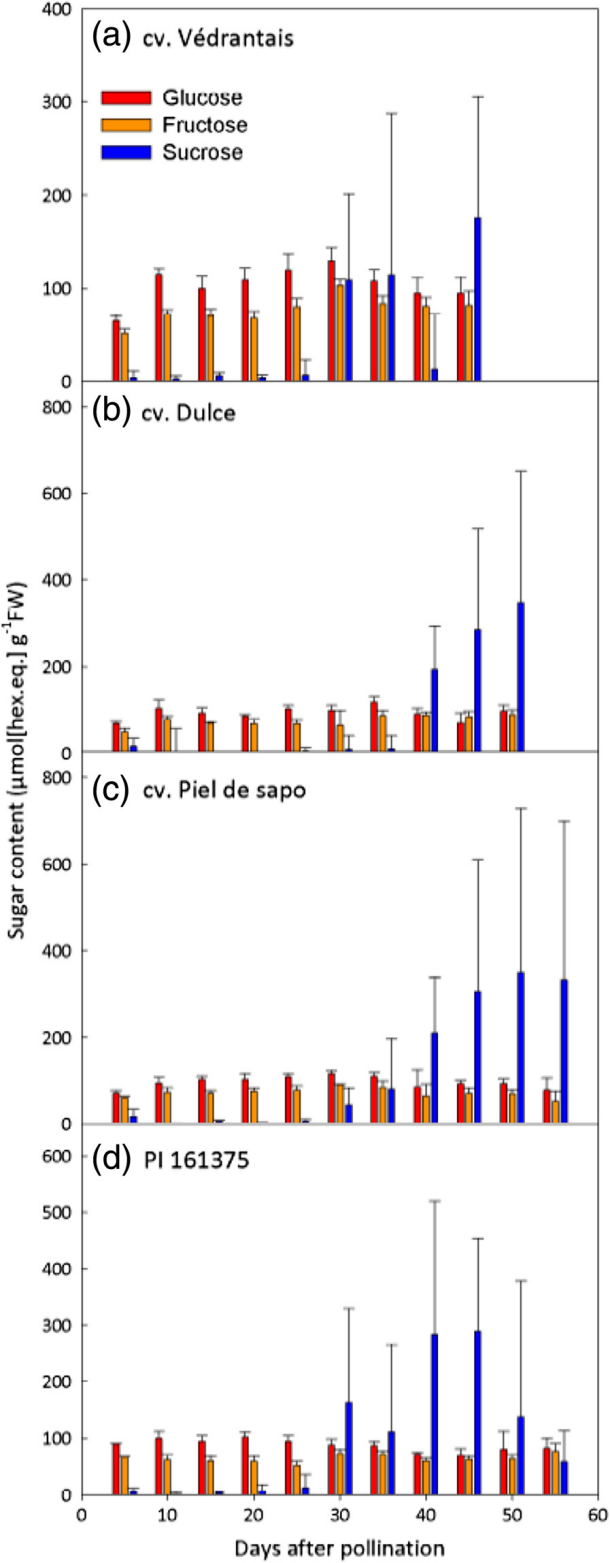
Soluble sugar content of melon fruits. Developing fruits were harvested from Ved, Dul, PS and PI at 5-day intervals from pollination until maturity, and the concentrations of glucose, fructose and sucrose at each sampling time were measured enzymatically

### Microarray analysis: microarray design, validation and global analysis

An oligo-based microarray was designed for transcriptomic analysis of melon fruits. The microarray contained 75,000 probes based on a previously validated microarray [47] but arranged in a modified 4-plex design, covering 17,443 melon unigenes derived from expressed sequence tags. 

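Each deposited raw file holds the fluorescence of 71137 probes of a single array, 1383 of which are random sequences that match no melon transcript. The other probes cover 17443 unigenes, and 17434 of these have 4 probes each. The tables of the paper describe 3695 of the unigenes (21.2%), mostly by a similar protein of another species, and the other 13748 are named here by their array code alone.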

The microarray has already been used to study the transcriptomic response during infection of melon with *Watermelon mosaic virus* [49] or *Monosporascus cannonballus* [50]. These unigenes represent 10,649 genes in the melon genome (38 % of the total predicted genes), with an additional 2021 unigenes with no assigned hit in the annotated melon genome (Additional file 3: Table S2). Triplicate samples of developing (15, 25 and 35 DAP) and mature fruits (as defined above) were collected for extraction of total RNA. 

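The microarray series holds 41 arrays, each hybridized with the labelled cDNA of fruit flesh. Ved has 11 arrays, Dul 10, PI 11 and PS 9. At maturity (H) every genotype has 3 arrays. At 15 DAP there are 3 arrays of Ved and 2 of each of the other genotypes. At 25 DAP there are 3 of PI, 2 of Ved, 2 of Dul and 1 of PS, and at 35 DAP there are 3 of each genotype. According to the methods, the arrays of a group come from separate fruits. Their number limits the precision of every value, and PS at 25 DAP has no replicate.
Signal was well above the random probes: the median unigene intensity was 7.31 to 18.0 times that of the random probes, and 75.8 to 92.8% of the unigenes lay above 95% of the random probes of the same array. Between 0 and 131 probes per array were at the highest value that the reader can store. The authors read each image with NimbleScan and deposited the raw probe intensities, the mean intensity of each unigene and a table of log2 values, which they made by background correction and summary with the robust multi-array average (RMA), with quantile normalization between arrays. The same steps were computed here from the raw intensities. The median absolute difference from the deposited log2 values was 0.0018, and 99.1% of the values lay within 0.05. Of the 213 unigenes that differed by more than this, 209 were the 209 unigenes on the array whose code begins with cSSH.
Differences between groups were tested with limma in a fit of all 16 groups, and p-values were adjusted by the Benjamini-Hochberg method. A unigene is called higher or lower, or is said to have risen or fallen, at an adjusted p under 0.05 and a difference of at least 2-fold, which is 1 on the log2 scale. A unigene counts as detected on an array where the median of its probes exceeds 95% of the random probes. Where every array of the lower group is at or under that level, the log2 difference depends on it, and the fold against it is given as a bound. The file headers show that the images were read in 3 runs, with 22, 12 and 7 arrays, and that the runs are partly mixed up with stage. All mature PI and Dul arrays were read in run 1 and both PI arrays at 15 DAP in run 3. For this reason, values with the run as a block in the fit, and values within a single run where both groups have arrays in it, are given beside the results. Within a run most groups have 1 array, which is assumed to vary like the arrays of the other groups, so calls and lost calls within a run carry little weight. In simulated data with the groups and spread of the real arrays, 26.0% of unigenes with a true log2 difference of 1 between mature Ved and PS were called, 82.0% of those with 1.5 and 90.0% of those with 2, and 5 unchanged unigenes were called. Far fewer unigenes were changed in these data than were called between mature Ved and PS. The adjusted p depends on that share, so these rates and the number of false calls do not carry over to the real comparison.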

After quality control checks, the RNA was reverse transcribed and the resulting cDNA hybridized to microarrays.

The microarray expression data were validated by real time quantitative reverse transcription PCR (qRT-PCR) of 12 gene transcripts in the four genotypes at each sampling time, using *CYCLOPHILIN7* (*CmCYP7*) as a reference gene (Table 2; Additional file 4: Table S3). From pairwise comparisons of microarray and qRT-PCR data, the mean (±SD) Pearson’s correlation coefficient for the 12 genes was 0.821 ± 0.191, indicating good overall agreement between the two methods (Additional file 5: Figure S2).

**Table 2:** Validation of microarray expression data by quantitative RT-PCR (qRT-PCR). Pearson correlation coefficients were calculated for microarray and qRT-PCR data for 12 gene transcripts. ICuGI indicates the International Cucurbit Genomics Initiative version 4.0 gene identifiers for each unigene (www.icugi.org)

Unigene Identifier	ICuGI	Gene name	Correlation
cCL451Contig1	MU46283	1-aminocyclopropane-1-carboxylate oxidase (*CmACO1*)	0.911
cPSI_11-E04-M13R_c	MU64933	N-acetyltransferase hookless1 (*CmACT1*)	0.896
cHS_07-B10-M13R_c	MU61400	DNAJ domain (*CmDNAj*)	0.510
cCL6170Contig1	MU54142	Ethylene-responsive transcriptional coactivator (*CmERT*)	0.943
cCI_54-H09-M13R	MU48499	Ethylene receptor (*CmETR1*)	0.371
cCL1086Contig1	MU43941	Expansin (*CmEXP1*)	0.724
cCL212Contig1	MU44581	NAM like protein (*CmNOR*)	0.931
cCL652Contig1	MU46792	ORANGE chaperone protein DNAJ-related (*CmORG*)	0.882
MU10927	MU50814	Polygalacturonase (*CmPG1*)	0.947
MU10942	MU49862	Phytoene synthase (*CmPSY1*)	0.871
cA_27-A08-M13R_c	MU51300	Terpenoid synthase (*CmTER*)	0.914
cCL6092Contig1	MU45836	Xyloglucan endotransglucosylase/hydrolase (*CmXTH1*)	0.962

Hierarchical clustering analysis of the normalized microarray data gave three main clusters (Fig. 3). 

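Average linkage on Euclidean distances, computed over the 11077 unigenes that changed with stage in any genotype, gave 3 branches with 7, 6 and 3 of the 16 groups. Each branch was found in 100 of 100 bootstrap trees. These trees resample unigenes of the group means and do not measure the spread between arrays. The mean distance between groups of the same branch was 128, 107 and 123. Between branches it was 169 for the branches of 7 and 6 groups, 167 for those of 7 and 3, and 219 for those of 6 and 3. When the 41 arrays were clustered singly, the same 3 branches were found. The arrays of 13 of the 15 groups with replicates formed a branch of their own, and those of mature PI and of Ved at 25 DAP did not.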

Immature (15 DAP) fruits from all four genotypes were clustered together along with slightly older fruits (25 DAP) from the two climacteric varieties (Cluster B; Fig. 3). 

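The branch of 6 groups held the 15 DAP fruits of Ved, Dul, PI and PS and the 25 DAP fruits of Ved and Dul. In the tree it was the first branch to part from the other 10 groups. Few unigenes had changed between 15 and 25 DAP in these climacteric varieties. In Ved 508 rose and 623 fell, and in Dul 262 rose and 522 fell, while in PI, whose 25 DAP fruits lay in another branch, 1331 rose and 1320 fell (limma, adjusted p under 0.05 and 2-fold). At 25 DAP, Ved differed from PI in 4086 unigenes and Dul from PI in 3675. Both PI arrays at 15 DAP were read in run 3, which held 1 of the 3 PI arrays at 25 DAP.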

Fruits at intermediate stages of development (25–35 DAP) and mature fruits from PS and PI were clustered together with Dul fruits at 35 DAP (Cluster A; Fig. 3). 

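The branch of 7 groups held PS and PI from 25 DAP to maturity and Dul at 35 DAP. Within it, the 35 DAP and mature fruits of PI lay next to each other in 100 of 100 bootstrap trees, and so did those of PS. Between these stages PI changed in 376 unigenes, 179 up and 197 down, and PS in 402, 144 up and 258 down. With the run as a block, the totals were 410 for PI and 346 for PS. Within run 1, which held 1 of the 3 mature PS arrays, they were 205 and 47. Leaving out a single array gave 177 to 609 for PI and 159 to 459 for PS, and with only the groups compared in the model 11 and 57 were called.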

The most divergent group (Cluster C; Fig. 3) included mature fruits from Ved and Dul, along with Ved fruits at 35 DAP, which coincided with the peak in ethylene production (Fig. 1b).

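The branch of 3 groups joined mature Ved and Dul with Ved at 35 DAP. In Ved the largest step came before, between 25 and 35 DAP, with 2831 unigenes up and 2868 down, and from 35 DAP to maturity 1410 went up and 1536 down. In Dul, 934 rose and 1287 fell between 25 and 35 DAP, and 1189 rose and 1574 fell from 35 DAP to maturity. The early step of Ved and the late step of Dul shared 751 unigenes up and 1077 down, against 193 and 259 for independent lists of these sizes, while 89 went opposite ways (451 for independent lists). The early step of Ved also overlapped with the same step of Dul. These shared 526 up and 839 down, against 152 and 212, while 150 went opposite ways (362). Whether the overlaps differ was not tested. Fitted with the run as a block, the step of Ved from 25 to 35 DAP held 5670 unigenes and that of Dul from 35 DAP to maturity 2560; within run 2, with 1 array at each stage, the first was 5223, and within run 1 the second was 2004. Mature Ved and Ved at 35 DAP lay next to each other in 84 of 100 bootstrap trees.

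**Figure D1:**
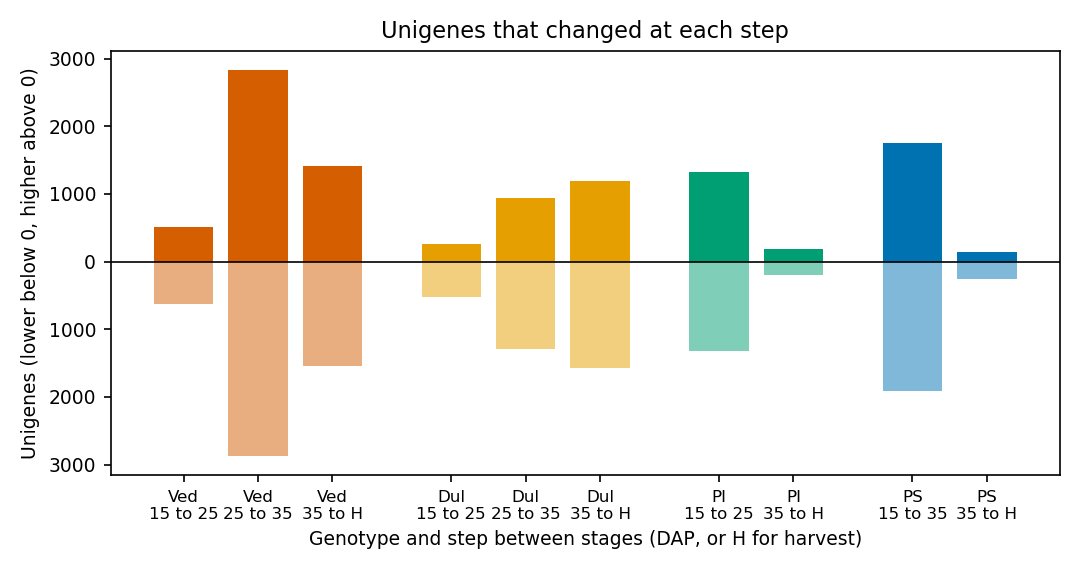
Unigenes per genotype that rose (above 0) or fell (below 0) by at least 2-fold between stages, by limma at an adjusted p under 0.05. Every step is drawn for Ved and Dul. For PI the step from 25 to 35 DAP is not drawn. For PS the change from the first stage to 35 DAP is a single bar, so it is not comparable with the shorter steps. The step from 25 to 35 DAP is the largest in Ved (2831 up, 2868 down), and few unigenes changed from 35 DAP to maturity in PI (179 up, 197 down) and PS (144 up, 258 down).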

**Fig. 3:**
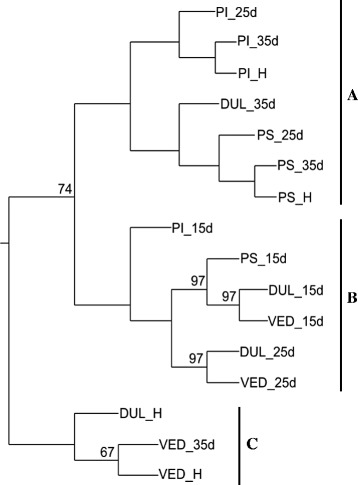
Hierarchical clustering analysis by UPGMA (Unweighted Pair Group Method with Arithmetic mean) with bootstrap, according to the differentially expressed genes, using the average of three biological replicates. PI (PI 161375), Dul (‘Dulce’), PS (‘Piel de Sapo’) and Ved (‘Védrantais’) at 15, 25, 35 DAP and H (harvest stage: 45 DAP for Ved, 50 DAP for Dul and PI, and 55 DAP for PS). Bootstrap values are only shown when lower than 100. **a**: ripe non climacteric fruits, **b**: unripe climacteric and non climacteric fruits and **c**: ripe climacteric fruits

Microarray Significant Profiles (MaSigPro) analysis [51] was conducted, with time as a continuous variable, to identify genes in each genotype that were differentially expressed at the four stages of development (≥2-fold difference between sampling times in at least one genotype). 

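Stage profiles were tested here as differences among the 4 stages within a genotype, by the moderated F statistic of limma at an adjusted p under 0.01 with a difference of at least 2-fold between the highest and the lowest stage. Ripening genes with large profiles included CmXTH1 (cCL6092Contig1), a xyloglucan endotransglucosylase of the cell wall, which rose from 15 DAP to maturity in every genotype. Its log2 change was 7.43 (standard error 0.60, adjusted p = 2.03e-11) in Ved, 7.71 in Dul, 7.39 in PI and 6.79 in PS, and every mature array lay above every 15 DAP array of its genotype. CmNOR (cCL212Contig1), a NAC transcription factor, rose by 4.71 (standard error 0.24, adjusted p = 1.59e-15) in Ved, 4.57 in Dul and 2.68 in PS. In PI, where CmNOR was already at 14.34 ± 0.13 (SD, n = 2) at 15 DAP, the change was 0.80 (adjusted p = 0.0186), below 2-fold. With median scaling it was 1.24 and was called. The change of CmNOR in Ved was 4.89 with the image-reading run as a block and 4.77 within run 2.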

PS, PI, Ved and Dul showed 2186, 3808, 6670 and 3597 differentially expressed genes, respectively (Additional file 6: Table S4). 

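Profiles with stage were called for 8700 unigenes in Ved, 6054 in Dul, 4937 in PI and 3692 in PS. With the image-reading run as a block these were 8740, 5896, 4547 and 3493. Between 15 DAP and maturity, 3348 unigenes rose and 3164 fell in Ved, 2840 rose and 2809 fell in Dul, 2223 rose and 2461 fell in PI, and 2033 rose and 2190 fell in PS. In PS large rises included those of a polygalacturonase (c46d_14-C03-M13R_c), an enzyme of pectin breakdown, by 9.28 (standard error 0.41, adjusted p = 1.97e-15, at least 97.8-fold), and of a lupeol synthase (c46d_17-E09-M13R_c), by 8.77 (standard error 0.56, adjusted p = 8.22e-13, at least 83.7-fold). When each genotype was instead fitted alone with a cubic in days and a minimum R squared of 0.6, the counts were 2852 in Dul, 2082 in PI and 612 in PS. The number of arrays differs between genotypes, so the counts differ in power as well. Whether the numbers of called unigenes differ between genotypes was not tested.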

Genes that were differentially expressed with time were compared across the four genotypes and classified into groups that were common to two, three or four genotypes, or were uniquely changed in only one genotype (Fig. 4). There were 450 genes that were differentially expressed over time in all four genotypes and a further 1362 genes in at least three genotypes (Fig. 4). 

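Of the 11077 unigenes with a profile in any genotype, 1514 were called in all 4 genotypes and 2315 in exactly 3. Independent lists of these sizes would share 181 in all 4. Among those called in 3, Ved, Dul and PI shared 1169 (674 for independent lists), Ved, Dul and PS 728 (458), Ved, PI and PS 282 (340), and Dul, PI and PS 136 (182). With the run as a block 1303 were called in all 4 and 2287 in 3. With a cubic in days for each genotype alone, 216 and 788 were left.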

Among the pairwise comparisons, there were 177 genes that were differentially expressed only in the non-climacteric genotypes (PS and PI), and a much larger number (983 genes) only in the climacteric varieties (Ved and Dul).

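Ved and Dul alone shared 1503 unigenes, against 1710 for independent lists, and PI and PS alone 159, against 342. Every other pair alone fell below its independent value too: Ved and PI 777 (1270), Ved and PS 341 (862), Dul and PI 201 (677), and Dul and PS 153 (460). The lists overlap strongly over all genotypes, which leaves fewer for the pairs. These values therefore do not show that a pair shared less than by chance. The largest group was Ved alone, with 2386 unigenes (3210 for independent lists). CmACS5 (cSSH1N10_c), an ACC synthase of ethylene biosynthesis, and CmTER (cA_27-A08-M13R_c), a terpene synthase, were among those called in Ved and Dul alone. The log2 change of CmTER from 15 DAP to maturity was 5.78 (standard error 0.52, adjusted p = 1.77e-10, at least 18.2-fold) in Ved, 4.23 (standard error 0.58, adjusted p = 7.86e-07, at least 6.07-fold) in Dul, -0.05 in PI and 1.67 (adjusted p = 0.0253) in PS. In PS it was not called without background correction (0.56), with the deposited unigene intensities (0.46), with normexp (0.88) or without each of 3 single PS arrays. The number shared by Ved and Dul alone was 1556 with the run as a block, and that of PI and PS alone 147. The second count went down to 83 when PS 15 DAP replicate 1 was left out, and to 21 with a cubic in days for each genotype alone.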

**Fig. 4:**
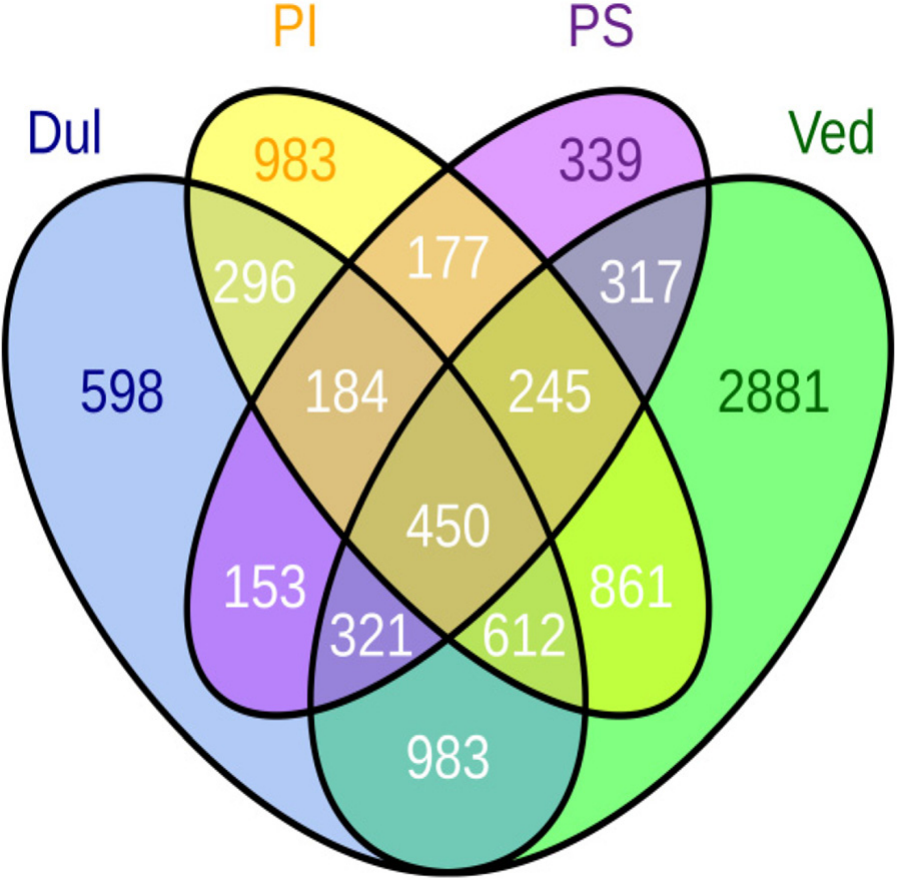
Venn diagram containing the differentially expressed genes shared by the four genotypes

The differentially expressed genes were classified into Gene Ontology (GO) categories using FatiGO [52]. For most metabolic and developmental pathways there were no significant differences between genotypes for genes linked to those pathways. The main exceptions were the under-representation of genes associated with metabolism of nitrogen compounds and the over-representation of genes in the multicellular organism process category in PS compared with the other three genotypes (Additional file 7: Figure S3).

Further global analysis of the data was done by *k*-means clustering. This separated the 9400 differentially expressed genes into nine different clusters based on their temporal profiles during fruit development (Fig. 5). 

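The same 11077 unigenes were sorted by k-means into 9 clusters of scaled profiles, with 25 starts. The largest held 1806 unigenes, whose mean was lower in mature than in young fruit in every genotype, and the second held 1750, whose mean was higher. The mean log2 expression of the first was 11.93 at 15 DAP and 9.50 at maturity in Ved, 11.85 and 9.92 in Dul, 11.76 and 10.15 in PI, and 11.99 and 11.30 in PS. It held 16 of the 35 cell wall unigenes and 8 of the 53 EREBP unigenes. The cluster of 903 unigenes was highest in mature PS, at 11.44 against 9.71 in mature Ved. A cluster of 921 unigenes stood out at Ved maturity alone, at 11.47 against 10.51 at 35 DAP. The clusters were formed from these values, so no test was made between them.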

The genes in each cluster are listed in Additional file 8: Table S5. The corresponding GO terms from each cluster were analysed and the over-represented GO terms for each cluster are also shown in Additional file 8: Table S5. In cluster C1, genes showed decreasing expression throughout development in Ved, Dulce and PS, but not in PI. 

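A cluster of 894 unigenes had this shape. Its mean log2 expression went from 10.41 at 15 DAP to 9.40 at maturity in Ved, from 10.52 to 9.48 in Dul and from 10.28 to 9.16 in PS, while PI was at 11.01 and 10.95. Between 15 and 25 DAP it went to 11.27 in PI and to 9.89 in PS. All 39 unigenes of the photosystem list belonged to it.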

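PI stood apart in a cluster of 850 unigenes, which were near 10.67 in Ved, 10.74 in Dul and 10.71 in PS at 15 DAP and 10.33, 10.52 and 10.57 at maturity. In PI their mean log2 expression was 9.76 at 15 DAP and 8.93 at maturity. In a further cluster of 1477 unigenes, PI began lower, at 9.88, than Ved at 10.76, Dul at 10.94 and PS at 10.43, but ended near them, at 8.45 against 8.59, 8.73 and 8.45. Across all unigenes, the change from 15 DAP to maturity in PI differed from that in PS in 3009 unigenes.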

PI genes also showed weaker responses than the others in clusters C8 and C9. 

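Photosystem and antenna unigenes, which encode the proteins that bind chlorophyll and transfer its electrons, mostly fell with ripening. Of 39 on the list, 37 fell in Ved between 15 DAP and maturity, 31 in Dul and 30 in PS, and none of them rose. In PI none fell and 12 rose (limma, adjusted p under 0.05 and 2-fold). The median log2 expression of the 39 was 12.93 in Ved, 12.77 in Dul, 12.99 in PI and 12.55 in PS at 15 DAP, and 10.17, 10.37, 14.22 and 9.31 at maturity. The unigenes of this list were taken from the cluster table of the study, so their direction is not independent evidence; adjusted over the list alone, 37, 33 and 30 fell and 12 rose. In PI 7 rose with the run as a block, and without PI 15 DAP replicate 2 or PI H replicate 3 the number was 6. In Dul 19 were called without Dul 15 DAP replicate 2.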

Expression of the genes in cluster C2 (Fig. 5) showed a strong downward trend as the fruits approached maturity in PI, Ved and Dul, with a weaker decrease in PS. Based on their GO terms, many of the 1490 genes in this cluster are related to photosynthesis and other plastid-related processes (Additional file 8: Table S5). 

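The change of these photosystem unigenes differed between the genotypes. In 32 of 39, the change from 15 DAP to maturity was more positive in PI than in PS. A chlorophyll a-b binding protein (cCL922Contig2), an antenna protein of the thylakoid, was 8.71 (standard error 0.91, adjusted p = 7.44e-09) higher on the log2 scale in mature PI than in mature PS, at 14.44 ± 1.04 (SD, n = 3) against 5.74 ± 1.05 (SD, n = 3), and every PI array lay above every PS array. All 39 were higher in mature PI than in mature PS, and 29 in mature Dul, where 2 were lower. The timing differed as well: in PS the median was 10.54 at 25 DAP and 9.90 at 35 DAP, in Ved 12.70 and 11.39, and in Dul 12.86 and 13.05. Within run 1, where mature PI has 3 arrays, Dul 3, Ved 1 and PS 1, mature PI lay above the mean of the other genotypes for 39 of 39, by a median of 3.88.

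**Figure D2:**
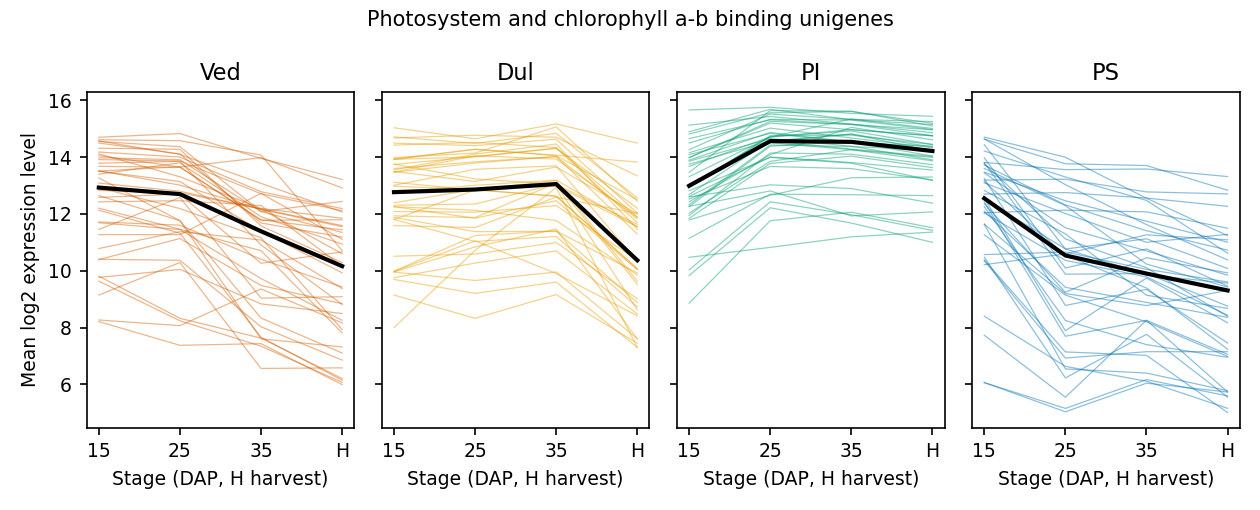
Mean log2 expression of each of the 39 photosystem and antenna unigenes (thin lines, vertical axis) by stage (horizontal axis) in each genotype, with the median in black. At maturity PI is at 14.22, and Ved, Dul and PS are at 10.17, 10.37 and 9.31.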

Down-regulation of genes related to photosynthesis during fruit development has also been reported in grape [53]. The genes in cluster C5 (Fig. 5) showed a sharp rise in expression from 25 DAP in the two climacteric varieties, but were only marginally up-regulated or not at all in the two non-climacteric genotypes. 

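A cluster of 1220 unigenes was highest in Ved at 35 DAP. In Ved its mean log2 expression was 9.77 at 25 DAP, 11.36 at 35 DAP and 11.01 at maturity. In Dul it was 9.83 and 10.01 at 25 and 35 DAP and reached 10.89 only at maturity. PI went from 9.87 to 9.98 and PS from 9.44 to 9.53. The average change from 15 DAP to maturity in Ved and Dul differed from that in PI and PS in 3406 unigenes, 1528 more positive and 1878 more negative (limma, adjusted p under 0.05 and 2-fold). The total was 3236 with the run as a block. Pairing Ved with PI instead gave 1266 and 1223, and pairing Ved with PS gave 880 and 931. Members with the largest such difference included CmACS5, at 8.21 (standard error 0.89, adjusted p = 7.08e-08), and an uncharacterized UDP-glucosyltransferase (cCI_13-F09-M13R_c), a sugar-transferring enzyme, at 7.75 (standard error 0.33, adjusted p = 2.88e-16).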

Many of the 1169 genes in this cluster are related to biosynthetic processes and translation (Additional file 8: Table S5).

**Fig. 5:**
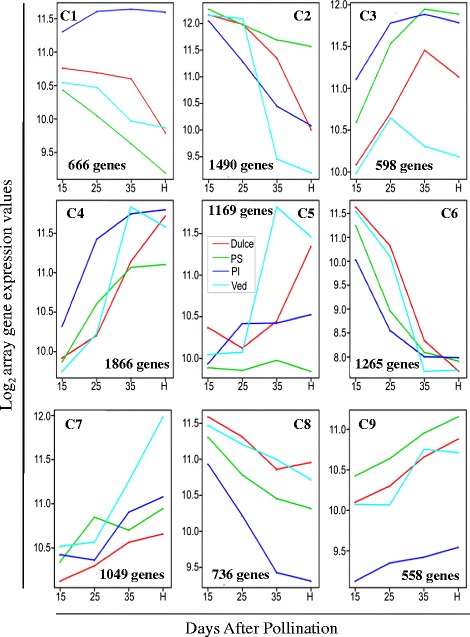
*K*-means clustering analysis of genes with different temporal expression profiles. Differentially expressed genes were separated in nine different clusters depending on their expression behaviour during fruit development and ripening. For each cluster, the number of differentially expressed genes is shown. Levels of gene expression are represented in the Y axis as raw fluorescence hybridization intensity data normalized by quantiles and transformed into log_2_ values, and fruit stage of development in the X axis. 15, 25, 35 are DAP (days after pollination) and H is the harvest stage (45 DAP for Ved, 50 DAP for Dul and PI, and 55 DAP for PS)

### Climacteric and non-climacteric genotypes differ in expression of ethylene biosynthesis and signalling related genes

Ethylene is synthesized from S-adenosyl methionine in a two-step pathway catalyzed by 1-aminocyclopropane-1-carboxylate synthase (ACS; EC 4.4.1.14) and 1-aminocyclopropane-1-carboxylate oxidase (ACO; EC 1.14.17.4). The melon genome contains eight *ACS* and five *ACO* genes [48]. 

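Of the 4 ACC synthases, CmACS5 stood out, with a log2 expression of 15.42 ± 0.22 (SD, n = 3) in Ved at 35 DAP. CmACS4 (c15d_41-D01-M13R_c), which resembles the aminotransferase ACS10 of Arabidopsis, was detected on every array, and in Ved it rose by 1.19 (standard error 0.30, adjusted p = 0.00116) from 15 DAP to maturity. In the other genotypes its change was -0.40 in Dul, -0.03 in PI and 0.60 in PS, none of which passed the test, and within run 2, with 1 mature array, the change in Ved was 0.20. CmACS2 (cPSI_39-H08-M13R_c) and CmACS3 (cA_02-A09-M13R_c) stayed near the random probes. In Dul their changes from 15 DAP to maturity were -1.18 (adjusted p = 0.00401) and 1.17 (adjusted p = 0.00114), both under 2-fold without background correction (-0.39 and 0.42), with normexp and with the deposited unigene intensities. CmACS2 was detected on 2 of 2 Ved arrays at 25 DAP, at 6.76, and on no mature array, and CmACS3 was detected on 0 of 3 mature arrays of each genotype. Between mature Ved and PS the log2 differences were 0.27 (adjusted p = 0.48) for CmACS2, 0.23 (adjusted p = 0.477) for CmACS3 and 0.43 (adjusted p = 0.247) for CmACS4.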

Four *ACS* genes were represented on the melon microarray: *CmACS2*, *CmACS3*, *CmACS4* and *CmACS5* (Additional file 9: Table S6). *CmACS1* is known to be fruit specific and ripening related as its expression increases in climacteric fruit after the burst of ethylene [54, 55]. As this gene was not present on the microarray its expression was measured by qRT-PCR. Expression of *CmACS1* increased up to 10,000-fold during ripening not only in the two climacteric varieties (Ved and Dul) but also in non-climacteric PI (Fig. 6a). 

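CmACS5 (cSSH1N10_c) encodes an ACC synthase, the enzyme that makes the direct precursor of ethylene. In Ved its log2 expression was 5.03 ± 0.34 (SD, n = 3) at 15 DAP, where 0 of 3 arrays detected it, and 14.05 ± 0.84 (SD, n = 3) at maturity. In Dul it was 9.58 ± 1.10 (SD, n = 3) at 35 DAP and 14.47 ± 0.73 (SD, n = 3) at maturity. Between 15 DAP and maturity CmACS5 rose on the log2 scale by 9.02 (standard error 0.81, adjusted p = 1.63e-10, at least 221-fold) in Ved and 9.65 (standard error 0.91, adjusted p = 7.42e-10, at least 346-fold) in Dul by limma. In PI it was 1.70 (adjusted p = 0.14), with 1 of 3 mature arrays detecting it, and in PS 0.55 (adjusted p = 0.684), with 0 of 3. The change in Ved was 9.30 with the image-reading run as a block and 9.92 within run 2, and that in Dul 9.41 with the image-reading run as a block and 9.39 within run 1. Without PI H replicate 1 the change in PI was 2.45 (adjusted p = 0.0452).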

From the microarray analysis, it was observed that *CmACS5*, a previously uncharacterized member of the melon *ACS* gene family, was strongly induced in Ved and Dul fruits, coinciding with the climacteric burst of ethylene production (Fig. 6b and Additional file 10: Table S7). Only two ESTs for *CmACS5* are present in the International Cucurbit Genomics Initiative (ICuGI; http://www.icugi.org) database, both from fruit tissue from climacteric melon types, suggesting that it is specifically expressed in climacteric fruit types.

**Fig. 6:**
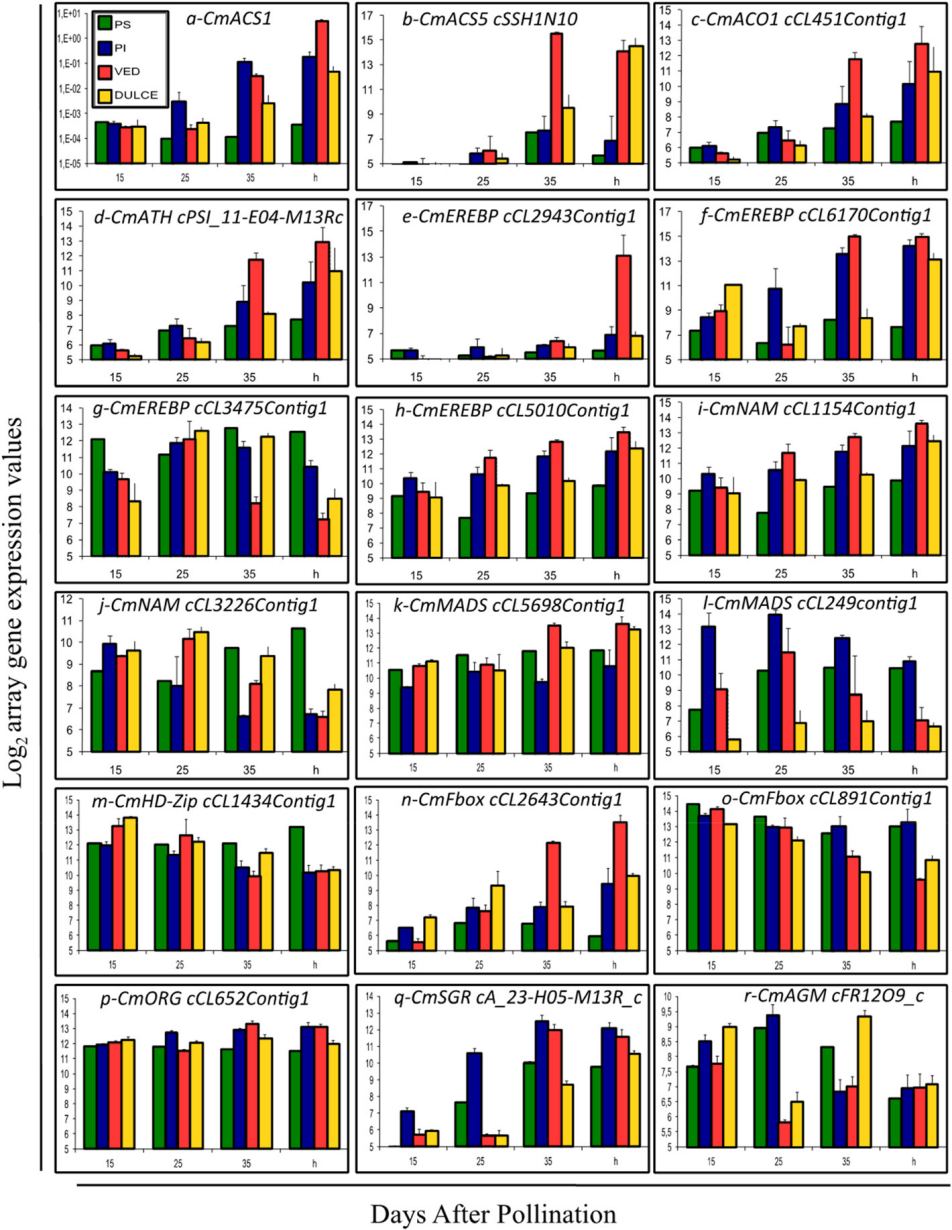
Expression of deregulated genes involved in the ethylene and carotenoid pathways. **a**: *CmACS1* (1-aminocyclopropane-1-carboxylate synthase 1), **b**: *CmACS5* (1-aminocyclopropane-1-carboxylate synthase 5:cSSH1N10), **c**: *CmACO1* (1-aminocyclopropane-1-carboxylate oxidase:cCL451Contig1), **d**: *CmATH* (N-acetyltransferase hookless1:cPSI_11-E04-M13R_c), **e-h**: *CmEREBP* (Ethylene-responsive element binding proteins: cCL2943Contig1, cCL6170Contig1, cCL3475Contig1 and cCL5010Contig1), **i-j**: *CmNAM* (Non Apical Meristem/NAC domain proteins: cCL1154Contig1 and cCL3226Contig1), **k-l**: *CmMADS* (MADS-box transcription factor: cCL5689Contig1 and cCL2496Contig1), **m**: *CmHD-Zip* (BZIP transcription factor: cCL1434Contig1), **n-o**: *CmF-box* (F-box transcription factor:cCL2643Contig1 and cCL891Contig1), **p**: *CmORG* (Orange gene, chaperone protein dnaJ-like protein:cCL652Contig1), **q**: *CmSGR* (STAY-GREEN2 protein:cA_23-H05-M13R_c) and **r**: CmAGM (Agamous-like MADS-box protein:cFR12O9_c)

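Unigenes of 4 ACC oxidases, which form ethylene from its precursor, were measured. CmACO2 (cA_01-G05-M13R_c and cCL4919Contig1) belonged to young fruit: from 15 DAP to maturity the first unigene fell by 3.87 in Ved, 5.19 in PI and 6.89 in PS on the log2 scale, and in Dul it peaked at 25 DAP, at 13.00 ± 0.16 (SD, n = 2). The second unigene showed changes of -4.41, -1.53, -5.92 and -6.01 in Ved, Dul, PI and PS, all of which passed the test, though that in Dul did not without each of 4 single Dul arrays. CmACO5 (cCL3430Contig1) was strong throughout, from 13.78 in Ved at 15 DAP to 14.36 at maturity, a change of 0.58 (adjusted p = 0.131). Within run 2, with 1 mature Ved array, that change was 1.70 and the difference between mature Ved and PS 1.48. The unigene cCI_07-F08-M13R_c, named CmACO4 in Table S6, moved by -0.38 (adjusted p = 0.0759) in Ved and rose by 1.03 (adjusted p = 0.000203) in PS. The rise of cCI_07-F08-M13R_c in PS was under 2-fold in several other settings, at 0.93 with averaged probes, 0.95 with median scaling, 0.92 with normexp, 0.87 with the deposited unigene intensities and 0.86 without background correction, and also without each of 3 single PS arrays. In mature fruit the log2 difference between Ved and PS was 1.38 (adjusted p = 0.0272) and 0.15 (adjusted p = 0.829) for the CmACO2 unigenes, -0.60 (adjusted p = 0.00742) for cCI_07-F08-M13R_c and 0.41 (adjusted p = 0.316) for CmACO5. That of cA_01-G05-M13R_c, for which only 1 of 3 Ved arrays lay above all PS arrays, was no longer called with the run as a block (1.23), averaged probes (0.79), median scaling (0.86), normexp (0.85), the deposited unigene intensities (0.48) or no background correction (0.63), nor without each of 3 single arrays.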

Four out of the five melon *ACO* genes annotated in the melon genome were represented on the microarray: *CmACO1*, *CmACO2*, *CmACO3* and *CmACO5. 

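CmACO1 (cCL451Contig1), another ACC oxidase, was lower in mature PS than in the other genotypes. Its log2 expression at maturity was 14.90 ± 0.34 (SD, n = 3) in Ved, 12.98 ± 0.70 (SD, n = 3) in Dul, 14.24 ± 0.53 (SD, n = 3) in PI and 7.69 ± 0.29 (SD, n = 3) in PS. From 15 DAP to maturity it rose by 5.92 (standard error 0.55, adjusted p = 3.35e-10) in Ved, 1.97 (standard error 0.62, adjusted p = 0.00978) in Dul and 5.84 (standard error 0.62, adjusted p = 1.36e-08) in PI, and every mature array of these genotypes lay above every 15 DAP array. In PS the change was 0.71 (standard error 0.62, adjusted p = 0.404). In Dul CmACO1 was already at 11.00 at 15 DAP, went to 7.71 at 25 DAP and rose from 35 DAP to maturity by 4.71 (adjusted p = 2.26e-07). The change exceeded that in PS by 5.21 (adjusted p = 2.15e-05) in Ved and 5.13 (adjusted p = 1e-04) in PI; for Dul the difference in change was 1.27 (adjusted p = 0.316). With the run as a block the change was 5.52 in Ved, 1.91 in Dul and 5.71 in PI; within run 1, with 1 array at 15 DAP, it was 1.86 in Dul.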

CmACO1* expression increased during ripening in both the climacteric varieties and in PI, but was relatively constant throughout fruit development in PS (Fig. 6c; Additional file 10: Table S7). The changes in *CmACO1* expression were also confirmed by qRT-PCR (Additional file 5: Figure S2).

The expression of genes related to ethylene perception and signalling was also analysed. Three ethylene receptors have been identified in the melon genome (*CmETR1-CmETR3*). 

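The ethylene receptor CmETR1 (cCI_54-H09-M13R_c) was strongly expressed in every group, from 13.32 in PI at 35 DAP to 15.09 in Ved at 35 DAP on the log2 scale. Its change from 15 DAP to maturity was -0.39 (adjusted p = 0.074) in Ved, -0.15 (adjusted p = 0.582) in Dul, -0.12 (adjusted p = 0.674) in PI and 0.53 (adjusted p = 0.0421) in PS, all below 2-fold. For CmETR2 the first unigene (cCL1270Contig1) was highest in Ved at 35 DAP, at 14.56 ± 0.03 (SD, n = 3), which was 1.31 (adjusted p = 2.74e-06) above 25 DAP, and its stage profile was called in Ved and Dul. Its change from 15 DAP to maturity was 0.02, -0.20, 0.24 and -0.15 in Ved, Dul, PI and PS. The second unigene (cPS_23-A03-M13R_c) had no stage profile in any genotype, and its changes were 0.00, -0.13, 0.20 and -0.01. Between mature Ved and PS the differences were -0.16 (adjusted p = 0.511) for CmETR1 and 0.24 (adjusted p = 0.273) and 0.09 (adjusted p = 0.71) for CmETR2.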

*CmETR1* and *CmETR2* are represented on the microarray and their transcripts detected, but neither showed substantial differences in expression between genotypes or sampling times (Additional file 10: Table S7). Similarly, expression of the melon *ETHYLENE-INSENSITIVE3*-*LIKE* transcription factor genes (*CmEIL1* and *CmEIL2*) was constant throughout fruit development and ripening in all genotypes (Additional file 10: Table S7). 

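CmEIL1 (cFR18H24_c) and CmEIL2 (cCL2843Contig1), transcription factors that act early in the ethylene response, were strongly expressed in every group, and neither had a stage profile in any genotype. From 15 DAP to maturity the log2 change of CmEIL1 was -0.21 (adjusted p = 0.665) in Ved, -0.55 (adjusted p = 0.311) in Dul, 0.12 (adjusted p = 0.859) in PI and 0.85 (adjusted p = 0.134) in PS. For CmEIL2 the values were 0.49 (adjusted p = 0.00352), 0.40 (adjusted p = 0.0336), 0.24 (adjusted p = 0.224) and 0.29 (adjusted p = 0.154). In mature fruit CmEIL1 was lower in Dul than in PS, at -1.60 (standard error 0.39, adjusted p = 0.00153), and in Ved against PS the difference was -0.56 (adjusted p = 0.25). The difference between Dul and PS was -1.14 with the image-reading run as a block and -1.06 within run 1, with 1 PS array. Within run 2 the change of CmEIL1 in PS was 1.30, with 1 array at 15 DAP.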

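CmATH (cPSI_11-E04-M13R_c), a putative acetyltransferase resembling HOOKLESS1, had a log2 expression of 6.70 ± 0.08 (SD, n = 3) in Ved, 7.12 ± 0.04 (SD, n = 2) in Dul, 8.65 ± 0.07 (SD, n = 2) in PI and 8.31 ± 1.00 (SD, n = 2) in PS at 15 DAP. To maturity it rose by 5.66 (standard error 0.54, adjusted p = 4.27e-10) in Ved, 5.80 (standard error 0.60, adjusted p = 4.32e-09) in Dul and 4.45 (standard error 0.60, adjusted p = 7.86e-07) in PI, with every mature array above every 15 DAP array. PI had reached 13.57 ± 0.60 (SD, n = 3) by 25 DAP. In PS the change was 0.95 (standard error 0.60, adjusted p = 0.23), although the single PS array at 25 DAP read 12.30, so that a stage profile was called. The change was larger than in PS by 4.71 (adjusted p = 5.14e-05) in Ved, 4.85 (adjusted p = 0.000139) in Dul and 3.51 (adjusted p = 0.00355) in PI. Within run 2, with 1 array at 15 DAP, the change in PS was 1.87, and in Ved, Dul and PI the changes were 5.99, 5.75 and 4.35 with the run as a block.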

A putative *N-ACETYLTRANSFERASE HOOKLESS1 g*ene (*CmATH*), similar to an ethylene response gene from *Arabidopsis thaliana* [56], was strongly induced during ripening in climacteric fruits and PI, but showed no significant change in expression in PS during ripening (Fig. 6d; Additional file 10: Table S7).

There are several classes of transcriptional regulators implicated in downstream ethylene signalling pathways, such as trans-acting ethylene-responsive element binding proteins (EREBP). Fifty-four melon unigenes with homology to known *EREBP* genes were represented on the microarray, and expression of some of these differed greatly between the melon genotypes during fruit development and ripening. 

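Of the 54 listed, 53 EREBP unigenes were found on the array by their codes. Between 15 DAP and maturity 16 rose and 12 fell in Ved, 16 rose and 10 fell in Dul, 7 rose and 11 fell in PI, and 8 rose and 5 fell in PS (limma, adjusted p under 0.05 and 2-fold). The largest change was the rise of cCL2943Contig1 in Ved, by 8.14 (standard error 0.49, adjusted p = 3.76e-14, at least 115-fold). The average change in Ved and Dul was more positive than that in PI and PS for 15 of the 53 and more negative for 8. Adjusted over the list alone, 17 rose and 12 fell in Ved, and 17 had the more positive change and 8 the more negative, while the counts in Dul, PI and PS were as before. In mature Dul 15 were higher and 7 lower than in PS, and in mature PI 12 were higher and 8 lower.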

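Among the unigenes resembling ethylene-responsive transcription factors, cCL1517Contig2 (CmRAP2-1) rose from 15 DAP to maturity by 3.24 (standard error 0.29, adjusted p = 1.64e-10) in Ved, 2.33 (adjusted p = 9.88e-07) in Dul and 2.75 (adjusted p = 9.77e-08) in PI, against 0.65 (adjusted p = 0.123) in PS. The bridging factor CmERT (cCL6170Contig1) rose by 7.23 (standard error 0.65, adjusted p = 1.56e-10, at least 93.1-fold) in Ved, 5.66 (adjusted p = 2.28e-07, at least 27.3-fold) in Dul and 4.22 (adjusted p = 2.87e-05, at least 7.58-fold) in PI, against 1.67 (adjusted p = 0.0727) in PS. CmRAP2-3 (cCL5010Contig1) rose by 4.09 (standard error 0.75, adjusted p = 3.03e-05) in Ved and 3.41 (adjusted p = 0.00131) in Dul, against 1.78 (adjusted p = 0.09) in PI and 0.83 (adjusted p = 0.474) in PS. The unigene cCI_03-A07-M13R_c rose by 6.89 (standard error 0.93, adjusted p = 2.7e-07, at least 35-fold) in Ved and 4.22 (adjusted p = 0.00131, at least 7.1-fold) in Dul, against 2.03 (adjusted p = 0.121) in PI and 1.12 (adjusted p = 0.431) in PS. The unigene cCL2943Contig1 reached 13.11 ± 1.63 (SD, n = 3) in mature Ved and rose by 2.04 (adjusted p = 0.00273) in Dul, where 0 of 3 mature arrays detected it, against 1.15 (adjusted p = 0.0926) in PI and 0.10 (adjusted p = 0.911) in PS. Every mature array lay above every 15 DAP array where a rise was called. The change was more positive in PI than in PS for cCL1517Contig2, by 2.09 (adjusted p = 0.00156), but not by the test for CmERT (2.55, adjusted p = 0.0816), CmRAP2-3 (0.95, adjusted p = 0.635) or cCI_03-A07-M13R_c (0.91, adjusted p = 0.725). The change of CmERT in PS was called with the run as a block (1.97, adjusted p = 0.0398) and with averaged probes (1.86, adjusted p = 0.0384). Without PI H replicate 2 the changes in PI of CmRAP2-3 (2.30, adjusted p = 0.0426) and cCL2943Contig1 (1.53, adjusted p = 0.0363) were called, the latter also with averaged probes (1.54, adjusted p = 0.0248). The rise of cCL2943Contig1 in Dul was not called without background correction (0.80), and those of CmRAP2-3 and cCI_03-A07-M13R_c in Dul were 2.57 and 4.05 within run 1, with 1 array at 15 DAP.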

Expression of the melon *EREBP-*like unigenes cCL2943Contig1, cCL6170Contig1, cCL5010Contig1, cCI_03-A07-M13R_c and cCL1517Contig2 increased during ripening in all genotypes except PS (Fig. 6e-f, h; Additional file 10: Table S7). Two other related unigenes, c15d_17-C05-M13R_c and cCL3475Contig1, were constantly and highly expressed in PS, but down-regulated in climacteric fruits concomitantly with the burst of ethylene production (Fig. 6g; Additional file 10: Table S7).

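The unigene c15d_17-C05-M13R_c resembles an ethylene-responsive element-binding factor. It was at 11.47 ± 0.14 (SD, n = 2) in PS at 15 DAP and at 11.96 ± 0.06 (SD, n = 3) at maturity. It fell in Ved by 3.43 (standard error 0.26, adjusted p = 4.82e-12) and in Dul by 2.11 (standard error 0.29, adjusted p = 7.1e-07) on the log2 scale, while the change was 0.25 (adjusted p = 0.532) in PI and 0.50 (adjusted p = 0.19) in PS. CmEREBPF (cCL3475Contig1), related to the tomato APETALA2 gene, fell in Ved by 2.47 (standard error 0.38, adjusted p = 2.12e-06). In Dul it went from 8.32 at 15 DAP to 12.56 at 25 DAP and back to 8.47 at maturity, a change over all of 0.15 (adjusted p = 0.8), with a fall from 35 DAP to maturity of 3.81 (adjusted p = 1.24e-08). In PI its change was 0.35 (adjusted p = 0.546) and in PS 0.43 (adjusted p = 0.455). The average change in Ved and Dul was more negative than that in PI and PS, with differences of -3.14 (adjusted p = 3.02e-09) for c15d_17-C05-M13R_c and -1.55 (adjusted p = 0.0045) for CmEREBPF. In Ved, the change of c15d_17-C05-M13R_c was -3.28 with the image-reading run as a block and -2.59 within run 2, and that of CmEREBPF -2.55 with the image-reading run as a block and -1.97 within run 2.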

Other gene families involved in ethylene regulation and signalling during ripening encode several classes of transcription factors as MADS, NAM/NAC, F-box and HD-Zip [14, 15, 18, 57, 58], and differentially expressed genes belonging to these classes are discussed below in a specific section dedicated to transcription factors.

### Differential expression of carotenoid related genes

Genes encoding enzymes or regulators of carotenoid biosynthesis were identified from the melon genome sequence [48] and those represented on the melon microarray are listed in Additional file 10: Table S7. 

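Geranylgeranyl reductase (CmGGH, cCL1327Contig1) reduces geranylgeranyl groups for the phytyl tail of chlorophyll. At maturity its log2 expression was 10.11 ± 0.66 (SD, n = 3) in Ved, 10.16 ± 0.32 (SD, n = 3) in Dul, 13.55 ± 1.01 (SD, n = 3) in PI and 7.67 ± 0.25 (SD, n = 3) in PS. Against mature PS it was higher by 2.49 (standard error 0.39, adjusted p = 8.71e-06) in Dul and 5.88 (standard error 0.39, adjusted p = 7.19e-13) in PI, and every array of these genotypes lay above every PS array. At 15 DAP the genotypes were alike, from 12.65 in PS to 13.11 in PI. From then to maturity CmGGH fell by 2.78 in Ved, 2.53 in Dul and 4.98 in PS, and in PI the change was 0.44 (adjusted p = 0.452). Without PI H replicate 2 the change in PI was called, at 1.01. A second unigene of the gene (cCL1327Contig2) showed a difference between mature Dul and PS of 2.71 (adjusted p = 3.86e-06) and between PI and PS of 5.71 (adjusted p = 2.55e-12). The difference between Dul and PS was 2.65 with the image-reading run as a block and 2.77 within run 1 for cCL1327Contig1, and that between PI and PS 6.04 with the image-reading run as a block and 6.16 within run 1.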

A *CmGGH* gene (cCL1327Contig1) encoding a putative geranylgeranyl reductase (EC 1.3.1.83) was much more strongly expressed in the genotypes with orange (Ved and Dul) or green/orange (PI) fruit flesh than in the white-fleshed PS (Additional file 10: Table S7). This enzyme is involved in the biosynthesis of the phytyl moiety of chlorophyll [59], but might also be involved in salvaging the phytyl moiety when chlorophyll is degraded, producing geranylgeranyl diphosphate, which is the precursor of carotenoid biosynthesis. Other genes encoding enzymes of carotenoid biosynthesis did not show major differences in expression between the orange or orange/green and white-fleshed genotypes. However, a lycopene epsilon cyclase (cCL4493Contig1; EC 5.5.1.18) gene was strongly induced in PI from 25 DAP to maturity but not in the other three genotypes (Additional file 10: Table S7). This enzyme catalyses the initial reaction in the main pathway of lutein synthesis via α-carotene [60], so increased expression of lycopene epsilon cyclase might account for the higher α-carotene and lutein contents of mature PI fruit compared to the other genotypes (Table 1).

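Of the 25 unigenes of the carotenoid pathway, from isopentenyl diphosphate to violaxanthin, most did not differ between mature fruits. The lycopene epsilon cyclase cCL4493Contig1, given below, is not among the 25. Mature Dul had 4 higher and 1 lower than PS and mature PI 4 higher and 1 lower (limma, adjusted p under 0.05 and 2-fold), and adjusted over the list alone the counts were the same. The higher ones included both CmGGH unigenes in each genotype. In Ved 7 rose and 6 fell from 15 DAP to maturity, in Dul 6 and 4, in PI 5 and 2, and in PS 4 and 4. CmPSY1 (MU10942), a phytoene synthase and the entry enzyme of the pathway, rose by 2.53 (standard error 0.26, adjusted p = 1.83e-09) in Ved and 1.20 (adjusted p = 0.00113) in Dul, against 0.94 (adjusted p = 0.01) in PI and 0.92 (adjusted p = 0.0133) in PS. The last 2 lie just under 2-fold: PI was called with averaged probes (1.03), median scaling (1.32) and without PI H replicate 2 (1.24), and PS with median scaling (1.05) and without PS 15 DAP replicate 1 (1.41). The average change in Ved and Dul was more negative than that in PI and PS for 2 of the 25 and more positive for 0. With median scaling in place of quantile normalization, 11 of the 25 were called in PI between 15 DAP and maturity instead of 7.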

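For the unigene cCL4493Contig1, the log2 expression in PI was 5.85 ± 0.09 (SD, n = 2) at 15 DAP, 8.02 ± 2.54 (SD, n = 3) at 25 DAP, 10.04 ± 0.65 (SD, n = 3) at 35 DAP and 9.11 ± 1.64 (SD, n = 3) at maturity. The rise from 15 DAP to maturity was 3.27 (standard error 0.86, adjusted p = 0.00304, at least 3.52-fold), and every mature PI array lay above both 15 DAP arrays. In the other genotypes the change was -1.76 (adjusted p = 0.0521) in Ved, -2.23 (adjusted p = 0.0332) in Dul and -1.21 (adjusted p = 0.294) in PS. The change in PI was more positive than that in PS by 4.47 (standard error 1.22, adjusted p = 0.009). In mature PI the unigene was higher than in mature PS by 4.24 (standard error 0.77, adjusted p = 5.22e-05, at least 4.08-fold), whereas for Ved and Dul the differences from PS were 0.47 and 0.41. The change in PI with the run as a block was 2.79 (adjusted p = 0.0455) and the difference between mature PI and PS 4.21, which was 4.36 within run 1. Median scaling called the change in Ved, at -2.10, and not that in Dul (-1.95, adjusted p = 0.0584). The latter was also lost without background correction, with normexp, with the deposited unigene intensities and without each of 4 single Dul arrays.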

A number of transcription factors have been associated with regulation of carotenoid biosynthesis in other species, and nine melon homologs of these were represented on the microarray (Additional file 10: Table S7). Expression of the tomato *APETALA2* gene was reported to be negatively correlated with carotenoid accumulation [19], and a similar correlation was seen for its homolog in melon, *CmEREBPF* (cCL3475Contig1) (Additional file 10: Table S7). 

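CmRAP2-3 (cCL5010Contig1) belongs to the carotenogenesis regulators listed by the study, 8 of which were found on the array. At maturity its log2 expression was 13.56 ± 0.27 (SD, n = 3) in Ved, 12.34 ± 0.54 (SD, n = 3) in Dul, 12.11 ± 1.02 (SD, n = 3) in PI and 9.91 ± 2.08 (SD, n = 3) in PS. It was higher than in PS by 2.43 (standard error 0.75, adjusted p = 0.00995) in Dul, with 2 of 3 Dul arrays above every PS array, and by 2.19 (standard error 0.75, adjusted p = 0.0198) in PI, with 1 of 3. The difference was 2.39 with the image-reading run as a block and 3.35 within run 1 for Dul and 2.16 with the image-reading run as a block and 3.12 within run 1 for PI. Without PS H replicate 3 these differences were 1.70 and 1.46, neither of which was called.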

Another ethylene responsive transcription factor gene, *CmEREBP*/*RAP2-3* (cCL5010Contig1) was more highly expressed in orange-fleshed melon fruits than in PS (Fig. 6h; Additional file 10: Table S7) and showed a positive correlation with carotenoid accumulation like its RAP2-2 homolog in *Arabidopsis thaliana* [61]. 

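CmHD-ZIP (cPSI_41-F06-M13R_c), a homeobox leucine zipper transcription factor, was at 9.09 ± 0.96 (SD, n = 3) in mature Ved, 7.22 ± 0.90 (SD, n = 3) in Dul, 9.94 ± 1.05 (SD, n = 3) in PI and 5.03 ± 0.45 (SD, n = 3) in PS on the log2 scale. From 15 DAP it rose by 3.82 (standard error 0.51, adjusted p = 2.31e-07, at least 7.1-fold) in Ved and 4.93 (standard error 0.57, adjusted p = 5.95e-08, at least 6.23-fold) in PI, where every mature array lay above every 15 DAP array. In Dul the change was 0.10 (standard error 0.57, adjusted p = 0.906), with 15 DAP fruit at 7.12 and 35 DAP fruit at 5.22. In PS it was -0.09 (standard error 0.57, adjusted p = 0.925), with 0 of 3 mature arrays detecting the unigene. The change was more positive than in PS by 3.91 (adjusted p = 0.000252) in Ved and 5.02 (adjusted p = 4.58e-05) in PI, and in Dul the difference was 0.19 (adjusted p = 0.893). Blocked by run, the rise was 3.71 in Ved and 4.30 in PI, and within run 2 it was 2.72 in Ved.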

Expression of a leucine zipper homeobox protein gene, *CmHD-ZIP* (cPSI_41-F06-M13R_c), increased during ripening in orange-fleshed melons but not in PS (Additional file 10: Table S7). Repression of the homologous tomato gene (*LeHB1*/*HD-ZIP*) inhibited ripening and carotenoid accumulation in the fruits [18].

Carotenoid accumulation can be also affected by changes at the whole-plastid level. Chloroplastic heat shock proteins (HSP) affect the conversion of chloroplasts to non-photosynthetic chromoplasts, which in turn affects the pigment profile of the plastids [62]. 

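In mature fruit CmORG (cCL652Contig1), which resembles the DnaJ-like Or protein of plastid differentiation, was at 13.11 ± 0.19 (SD, n = 3) in Ved, 12.00 ± 0.20 (SD, n = 3) in Dul, 13.08 ± 0.30 (SD, n = 3) in PI and 11.51 ± 0.09 (SD, n = 3) in PS on the log2 scale. It rose from 15 DAP to maturity by 1.07 (standard error 0.16, adjusted p = 1.52e-06) in Ved and 1.24 (standard error 0.18, adjusted p = 2.27e-06) in PI, and the change was -0.24 (standard error 0.18, adjusted p = 0.277) in Dul and -0.24 (standard error 0.18, adjusted p = 0.32) in PS. In Ved the step came between 25 and 35 DAP, at 1.82 (adjusted p = 1.82e-09). The change was more positive than in PS by 1.31 (adjusted p = 0.000122) in Ved and 1.47 (adjusted p = 0.000103) in PI, and in Dul the difference was 0.00 (adjusted p = 0.994). Against mature PS, CmORG was higher by 1.57 (standard error 0.16, adjusted p = 4.38e-09) in PI, while Dul differed by 0.49 (adjusted p = 0.0143), below 2-fold. The rise in Ved was 1.10 with the image-reading run as a block, and under 2-fold within run 2 (0.97), without background correction (0.99) and without Ved 15 DAP replicate 3 or Ved H replicate 1 (0.96). With the deposited unigene intensities it was 0.68 in Ved and 0.74 in PI.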

Expression of *CmORG* (cCL652Contig1), which is orthologous with a DnaJ-like protein encoding gene in the *orange* (*org*) mutant of cauliflower, was relatively constant in PS, but increased from 25 DAP in the orange-fleshed melons, especially Ved (Fig. 6p; Additional file 10: Table S7). Accumulation of β-carotene in the cauliflower *org* mutant is associated with a metabolic process that triggers the differentiation of plastids into chromoplasts rather than changes in expression of genes encoding carotenoid biosynthetic enzymes [63, 64]. The *CmORG* gene maps to a region of the melon genome containing the white flesh colour (*wf*) locus [38], and thus is a strong candidate gene for this locus.

The tomato *stay green* (*sgr*) mutant is unable to degrade chlorophyll and chlorophyll-binding proteins during senescence, leading to retention of chlorophyll and has effects on fruit ripening [65]. 

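The STAY-GREEN protein (CmSGR, cA_23-H05-M13R_c) starts the breakdown of chlorophyll. Its log2 expression at maturity was 11.55 ± 0.61 (SD, n = 3) in Ved, 10.49 ± 0.32 (SD, n = 3) in Dul, 12.02 ± 0.33 (SD, n = 3) in PI and 9.79 ± 0.53 (SD, n = 3) in PS. From 15 DAP it rose by 5.79 (standard error 0.30, adjusted p = 2.44e-15, at least 39.1-fold) in Ved, 4.62 (standard error 0.34, adjusted p = 5.74e-12) in Dul, 4.94 (standard error 0.34, adjusted p = 5.09e-12, at least 26.4-fold) in PI and 4.77 (standard error 0.34, adjusted p = 6.87e-12, at least 6.17-fold) in PS, and every mature array lay above every 15 DAP array of its genotype. The difference from the change in PS was 1.02 (adjusted p = 0.0926) for Ved, -0.15 (adjusted p = 0.849) for Dul and 0.16 (adjusted p = 0.864) for PI. Mature PI was higher than mature PS by 2.23 (standard error 0.30, adjusted p = 7.16e-07), and Dul by 0.70 (adjusted p = 0.0627), below 2-fold. By 25 DAP CmSGR had reached 10.56 in PI and 7.64 in PS, against 5.68 in Ved and 5.66 in Dul. Blocked by run, the rise was 5.43 in Ved, 4.71 in Dul, 5.12 in PI and 4.94 in PS.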

A melon ortholog of the tomato *STAY GREEN* gene, *CmSGR* (cA_23_H05-M13Rc), was more strongly induced during ripening in orange or orange/green flesh than in white-fleshed PS (Fig. 6q; Additional file 10: Table S7). Over-expression of tomato *AGAMOUS-LIKE1* (*TAGL1*), a MADS box transcription factor, decreased carotenoid and ethylene levels, suppressed chlorophyll breakdown, and down-regulated expression of ripening-associated genes in the fruit [17]. 

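CmAGM (cFR12O9_c) resembles AGAMOUS, a MADS box gene of flower and fruit development. At 25 DAP its log2 expression was 9.40 ± 1.42 (SD, n = 3) in PI and 8.97 (1 array) in PS, against 5.83 ± 1.06 (SD, n = 2) in Ved and 6.51 ± 0.10 (SD, n = 2) in Dul. At that stage it was lower in Ved than in PI, at -3.58 (standard error 0.97, adjusted p = 0.00479); for Dul against PI the difference was -2.89 (adjusted p = 0.0223), and for Ved against the single PS array -3.14 (adjusted p = 0.169). At maturity it was at 6.97 ± 1.02 (SD, n = 3) in Ved, 7.10 ± 0.70 (SD, n = 3) in Dul, 6.98 ± 1.03 (SD, n = 3) in PI and 6.62 ± 0.36 (SD, n = 3) in PS, and the differences from PS were 0.35 (adjusted p = 0.767), 0.48 (adjusted p = 0.682) and 0.36 (adjusted p = 0.78). No stage profile was called for CmAGM in any genotype.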

Expression of a melon *AGAMOUS* (*CmAGM*; cFR1209_c) homolog was higher in PS and PI than Ved and Dulce at 25 DAP, consistent with the lower carotenoid content of the former two varieties, but the expression pattern of this gene shifted at later time points and its expression was similar in all four genotypes at maturity (Fig. 6r; Additional file 10: Table S7).

### Differential gene expression between Vedrantais and Piel de Sapo

Although many genes showed differential expression in the two climacteric varieties compared to non-climacteric PS, the expression patterns in PI were intermediate, suggesting that PI shows some characteristics of climacteric varieties, even though it does not display a classical climacteric burst of ethylene production (Fig. 1b). 

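Mature Dul was higher than mature PS in 2185 unigenes and lower in 2206, and mature PI was higher in 2025 and lower in 2113 (limma, adjusted p under 0.05 and 2-fold). The mean of Ved and Dul differed from PS in 4214 unigenes, 2091 higher and 2123 lower. For 2152 of these PI was called on the same side of PS and for 1911 it was not called, which leaves few on the opposite side. Genes with PI on the climacteric side included CmACO1, higher in mature PI than in PS by 6.55 (standard error 0.55, adjusted p = 1.22e-10), and CmATH, by 3.85 (standard error 0.54, adjusted p = 1.11e-06). CmACS5 was among those not called in PI, at 1.29 (adjusted p = 0.219), and CmTER was on the other side of PS, at -2.35 (standard error 0.52, adjusted p = 0.000603). The latter was not called without background correction (-0.85, adjusted p = 0.061) or with the deposited unigene intensities (-0.83, adjusted p = 0.0622). On a scale with mature PS at 0 and the mean of mature Ved and Dul at 1, the median position of PI over the 4214 unigenes was 0.656, and 0.761, 0.604 and 0.617 for the 3 PI arrays taken singly. Simulated arrays with PI equal to PS gave 0.036, and with PI halfway 0.509. Neither simulation had a PI that varied independently of the other genotypes. PS sets both the 0 and the length of the scale, so such a PI would also tend to lie above 0. The position alone therefore does not place PI toward the climacteric varieties. The positions were widely spread, with quartiles at 0.232 and 1.09: 29.8% of the unigenes lay between 0.25 and 0.75, 17.8% within 0.25 of PS and 26.5% within 0.25 of the mean of Ved and Dul. Mature Ved and Dul shared 1120 unigenes higher and 1284 lower than PS, and mature Ved and PI 994 and 1208, where independent lists would share 314 and 318, and 291 and 304. The log2 differences from the same PS arrays correlated across unigenes at 0.636 for Ved and Dul and 0.571 for Ved and PI, against 0.498 and 0.501 in simulated unchanged groups, and the covariances were 1.08 and 1.07 against 0.054 for each. Unigenes are not independent replicates, and part of the shared calls can come from the shared PS arrays. The simulated groups also had no true differences between genotypes. Where PS itself differs from the others, Ved, Dul and PI share that difference even if they vary independently of each other. The shared calls, correlations and covariances therefore do not show that Ved, Dul and PI resemble each other. Mature Dul, with the run as a block, differed from PS in 3742 unigenes and PI in 4105, and the position was 0.677. Within run 1, which held 1 PS array, the numbers were 2703 and 3549. From the intermediate patterns of PI, the paper proposes that this genotype shares some features with the climacteric varieties.

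**Figure D3:**
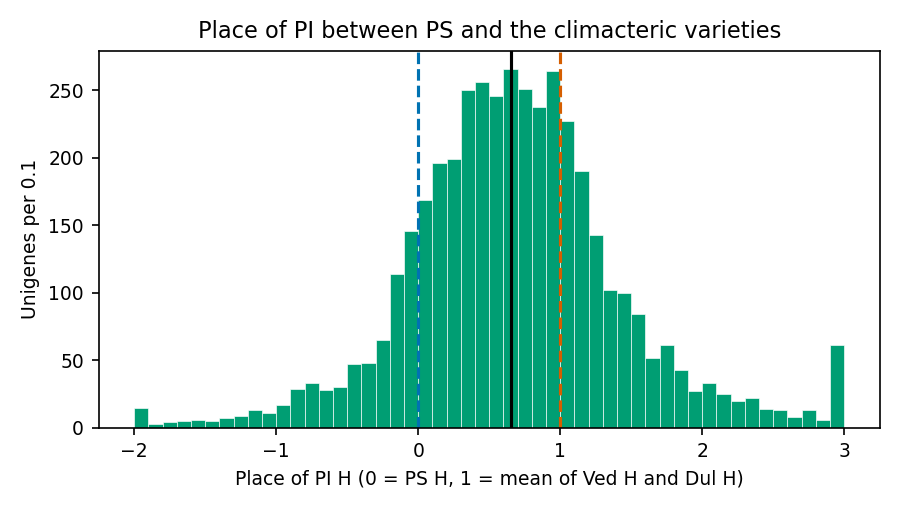
Number of unigenes (vertical axis) by the position of mature PI between mature PS (0) and the mean of mature Ved and Dul (1) on the log2 scale (horizontal axis), for the 4214 unigenes that differed between those groups. The end bins gather all values beyond -2 and 3; the median is 0.656 and the quartiles are 0.232 and 1.09.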

The near isogenic line SC3-5-1, which contains two introgressions of PI in the background of PS, shows a climacteric ripening phenotype [33], indicating that PI alleles of QTLs *ETHQB3.5* and *ETHQV6.3* are capable of inducing ethylene production in PS, and that the absence of ethylene production in PI may be due to mutations in other genes. As the inclusion of this genotype in the comparative transcriptomic analysis might obscure some of the differences between climacteric and non-climacteric varieties, we analysed differentially expressed genes between only one variety of each ripening type, Ved and PS, to see if this might reveal more clearly genes that are specifically associated with climacteric or non-climacteric ripening. These two varieties are representative of the two major types of melon in commercial production for the fresh fruit market. 

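Mature Ved was higher than mature PS in 2508 unigenes and lower in 2512 (limma, adjusted p under 0.05 and 2-fold, 3 arrays each). The largest differences included a glutathione S-transferase (cCL254Contig1), an enzyme of detoxification, higher in Ved by 8.69 (standard error 0.29, adjusted p = 1.98e-19, at least 133-fold), and a metal ion binding protein (cCL1037Contig1), which binds metals in the cell, higher in PS at -7.70 (standard error 0.35, adjusted p = 2.12e-16), with every Ved array on one side of every PS array. At 15 DAP the same genotypes differed in 1020 unigenes, 497 higher and 523 lower in Ved, and at 25 DAP in 1159, where PS has 1 array. The change from 15 DAP to maturity differed between Ved and PS in 4302 unigenes. With the run as a block, 5059 unigenes differed between mature Ved and PS. Mature Ved had 1 array in each run and PS 1 in run 1 and 2 in run 2; within run 1 the number was 3733 and within run 2 4621, with the spread taken from the other groups of the run. A test of whether the difference exceeds 2-fold, stricter than a test against no difference, left 2262.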

The Ved and PS microarray datasets were compared using the Significance Analysis of Microarrays (SAM) tool in the TM4 software package [66] and differentially expressed genes are listed in Additional file 11: Table S8. The data were also analysed using Robin software [67] and differentially expressed genes were categorised using MapMan ontology to identify which processes are likely to be transcriptionally regulated during ripening of climacteric and non-climacteric fruits [68, 69].

#### Ethylene biosynthesis and signalling

MapMan displays of genes that are differentially expressed in mature Ved and PS fruits are shown in Figs. 7, 8 and 9. The red squares represent genes that were more highly expressed in Ved and the blue squares the genes that were more highly expressed in PS. The genes and their expression levels are listed in Additional file 11: Table S8. In the pathway of ethylene biosynthesis (Fig. 7), *CmSAM3* (encoding S-adenosylmethionine synthetase 3; c15d_41-c10-m13r_c), *CmACS5* (cSSH1N10_c) and *CmACO1* (cCL451Contig1) were more highly expressed in Ved than in PS (see also Additional file 11: Table S8). Similarly, two genes for downstream components of the ethylene signalling pathway, *CmATH* (cPSI_11-E04-M13R_c) and *CmERT* (cCL6170Contig1) were 3 to 5-fold more highly expressed in Ved than PS. 

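CmACS5 was at 5.37 in mature PS on the log2 scale, where 0 of 3 arrays detected it, and Ved was higher by 8.68 (standard error 0.81, adjusted p = 7.79e-10, at least 125-fold). CmACO1 was higher by 7.21 (standard error 0.55, adjusted p = 1.55e-11). CmSAM3 (c15d_41-C10-M13R_c), which makes the methyl donor that feeds ethylene synthesis, was at 7.67 ± 0.37 (SD, n = 3) in mature Ved and 5.25 ± 0.19 (SD, n = 3) in mature PS, higher in Ved by 2.42 (standard error 0.44, adjusted p = 4.29e-05, at least 1.5-fold). Every Ved array lay above every PS array for these genes. In mature PI CmSAM3 was higher than in PS by 4.54 (standard error 0.44, adjusted p = 1.78e-09, at least 6.53-fold). Of the 12 unigenes of ethylene biosynthesis, 4 were higher in Ved and none was lower, also when adjusted over the list alone. The count was as low as 3 with a single array left out, and 1 with the dim unigenes left out. Mature Dul had 5 higher and 1 lower than PS, and mature PI 3 higher and 1 lower. The difference of CmACS5 was 8.90 with the image-reading run as a block, 7.79 within run 1 and 9.64 within run 2, and that of CmACO1 7.03 with the image-reading run as a block, 7.10 within run 1 and 6.93 within run 2. For CmSAM3 it was 0.92 with the deposited unigene averages and 0.85 without background correction, under 2-fold, and 1.89 within run 1, with 1 array each.

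**Figure D4:**
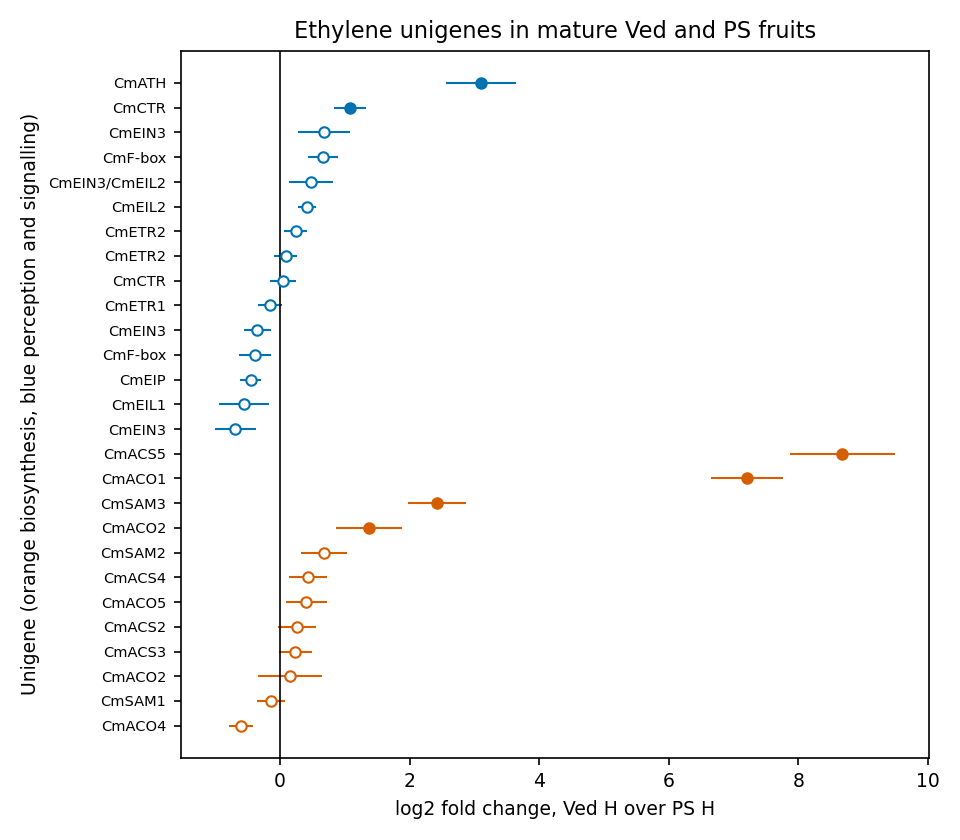
Log2 difference between mature Ved and mature PS for each unigene of the lists of ethylene biosynthesis (orange) and of perception and signalling (blue), with standard errors. Filled points passed the test (adjusted p under 0.05 and 2-fold) and open points did not; CmACS5 is at 8.68 and CmACO1 at 7.21.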

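CmATH was at 12.36 ± 0.04 (SD, n = 3) in mature Ved and 9.26 ± 0.39 (SD, n = 3) in mature PS, a log2 difference of 3.10 (standard error 0.54, adjusted p = 2.12e-05). CmERT was at 12.80 ± 1.11 (SD, n = 3) and 7.60 ± 0.21 (SD, n = 3), a difference of 5.20 (standard error 0.65, adjusted p = 1.44e-07). As folds these are 8.58 and 36.9. In both cases every Ved array lay above every PS array. CmCTR (c15d_02-G01-M13R_c), a kinase that holds ethylene signalling back, was higher in Ved as well, by 1.08 (standard error 0.25, adjusted p = 0.000622). Of 15 unigenes of ethylene perception and signalling, a list without CmERT, 2 were higher in mature Ved and none was lower, while mature Dul had 1 higher and 3 lower than PS and mature PI 1 higher. Without PS H replicate 1 or Ved H replicate 1, only 1 of the list was called between mature Ved and PS. The difference of CmATH was 3.28 with the image-reading run as a block, 3.54 within run 1 and 2.92 within run 2, and that of CmERT 4.90 with the image-reading run as a block, 5.36 within run 1 and 4.02 within run 2.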

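In mature fruit CmRAP2-3 was higher in Ved than in PS by 3.65 (standard error 0.75, adjusted p = 0.000184). Larger differences in this family were those of cCL2943Contig1, by 7.49 (standard error 0.49, adjusted p = 5.45e-13, at least 65.1-fold), and cCI_03-A07-M13R_c, by 5.23 (standard error 0.93, adjusted p = 2.94e-05), and cCL1517Contig2 was higher by 3.45 (standard error 0.29, adjusted p = 1.06e-10). Lower in Ved were c15d_17-C05-M13R_c, at -3.17 (standard error 0.26, adjusted p = 6.01e-11), CmEREBPF, at -5.38 (standard error 0.38, adjusted p = 2.29e-12), and cPS_08-B04-M13R_c, which resembles ERF012, at -3.60 (standard error 0.97, adjusted p = 0.00305). Every array of the higher genotype lay above every array of the other for these. Of 53 EREBP unigenes, 11 were higher and 15 lower in mature Ved, also when adjusted over the list alone, and within run 1, with 1 array each, the total was 17. CmRAP2-3 was at 2.89 within run 2, and cCI_03-A07-M13R_c at 4.96 within run 1.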

The *CmRAP2-3* gene (cCL5010Contig1), encoding an EREBP ethylene-responsive transcription factor was also more highly expressed in Ved, whereas related ethylene-responsive element-binding factors such as c15d_17-C05-M13R_c and cCL3475Contig1 unigenes were more highly expressed in PS.

**Fig. 7:**
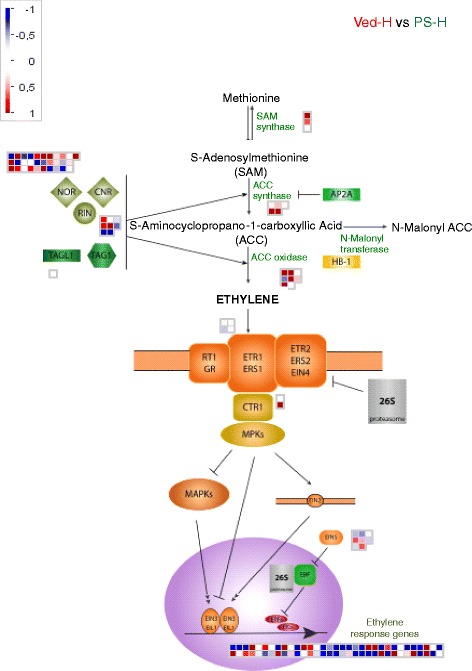
Differential expression of ethylene biosynthesis related genes in mature Ved and PS fruits. Differences in gene expression were visualised using MapMan [68]. The red squares represent genes that were more highly expressed in Ved and the blue squares the genes that were more highly expressed in PS. The genes and their expression levels are listed in Additional file 11: Table S8

**Fig. 8:**
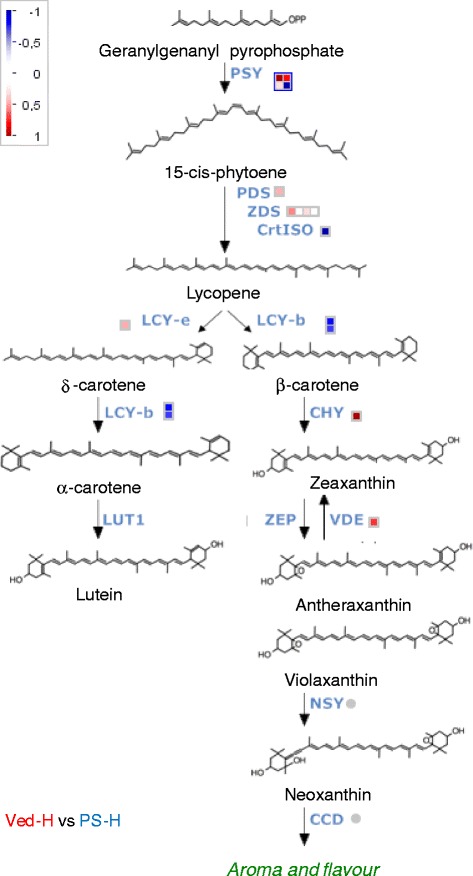
Differential expression of carotenoid biosynthesis related genes in mature Ved and PS fruits. Differences in gene expression were visualised using MapMan [68]. The red squares represent genes that were more highly expressed in Ved and the blue squares the genes that were more highly expressed in PS. The genes and their expression levels are listed in Additional file 11: Table S8. PSY: phytoene synthase; PDS: phytoene desaturase; ZDS: *ζ-*carotene desaturase; CrtISO: carotenoid isomerase; LCY-e: lycopene *ε*-cyclase; LCY-b: lycopene *β*-cyclase; CHY: carotenoid *β*-hydroxylase; LUT1: carotenoid *ε*-hydroxylase; ZEP: zeaxanthin epoxidase; VDE: violaxanthin de-epoxidase; NSY: neoxanthin synthase; CCD: carotenoid cleavage dioxygenase

**Fig. 9:**
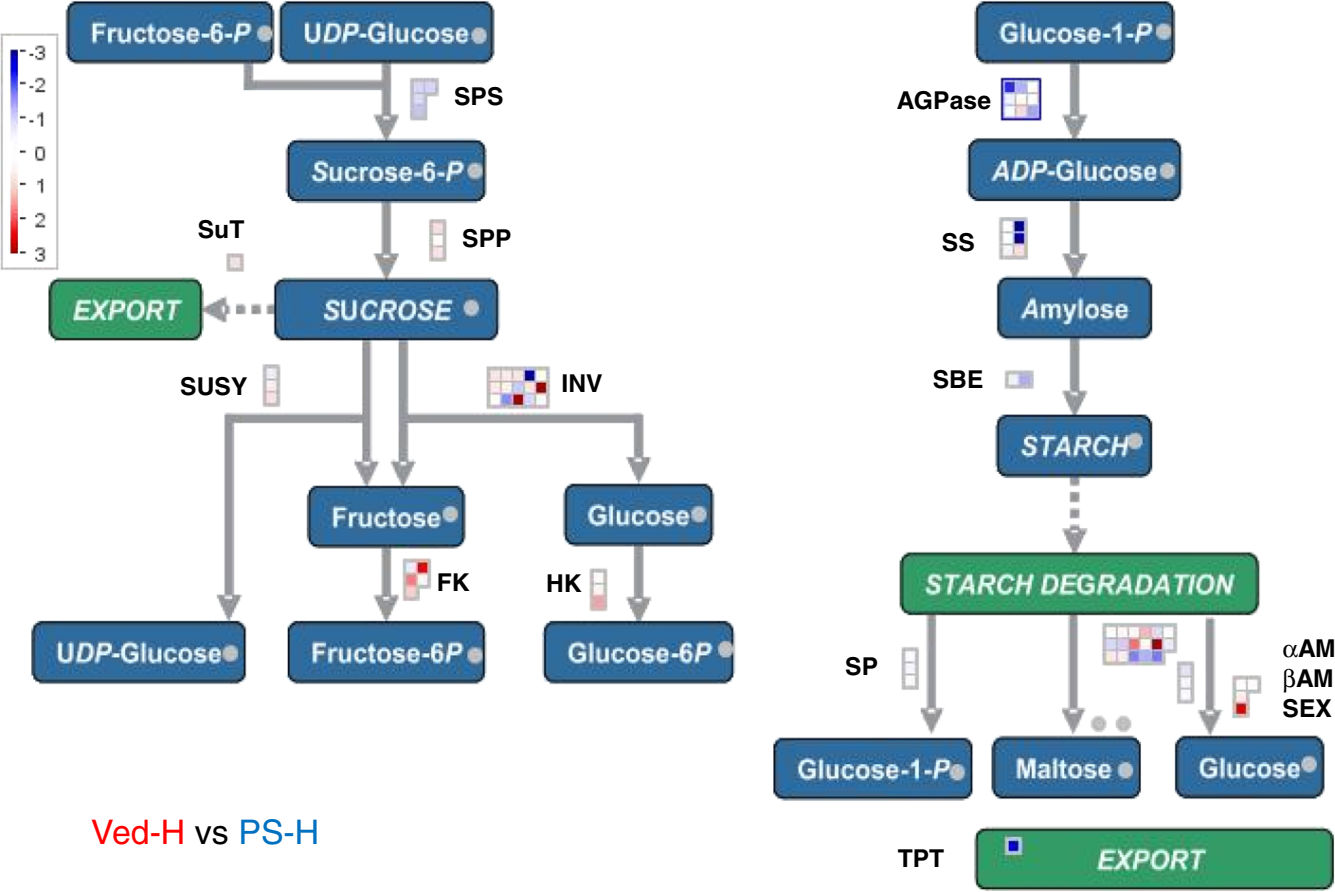
Differential expression of sugar metabolism related genes in mature Ved and PS fruits. Differences in gene expression were visualised using MapMan [68]. The red squares represent genes that were more highly expressed in Ved and the blue squares the genes that were more highly expressed in PS. The genes and their expression levels are listed in Additional file 11: Table S8. SPS: sucrose-P-synthase; SPP: sucrose-P-phosphatase; INV: invertase; SUSY: sucrose synthase; SuT: sucrose transporter; FK: fructokinase; HK: hexokinase; AGPase: sucrose synthase; SS: starch synthase; SBE: starch branching enzyme; SP: starch phosphorylase; *α*AM: *α*-amylase; *β*AM: *β*-amylase; SEX: water dikinase; TPT: triose phosphate transporter

#### Carotenoid biosynthesis and photosynthesis related genes

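The carotene hydroxylase CmCHYE (cCI_04-E08-M13R_c), an enzyme of lutein synthesis, was at 13.30 ± 0.11 (SD, n = 3) in mature Ved and 11.43 ± 0.74 (SD, n = 3) in mature PS on the log2 scale, a difference of 1.86 (standard error 0.43, adjusted p = 0.000654). For the phytoene synthase CmPSY1 the difference was 1.26 (standard error 0.26, adjusted p = 0.000184) with MU10942 and 0.75 (adjusted p = 0.0213), under 2-fold, with cSSH9H13_c. CmPSY3 (cHS_38-F04-M13R_c), another phytoene synthase, was lower in Ved, at -2.33 (standard error 0.31, adjusted p = 4.11e-07). So were CmCRTISO (cCL1236Contig1), which isomerizes lycopene precursors, at -1.37 (standard error 0.23, adjusted p = 1.26e-05), and CmZEP (cCL3831Contig1), which turns zeaxanthin into violaxanthin, at -1.03 (standard error 0.22, adjusted p = 0.000281). Of the 25 unigenes of the pathway, 5 were higher and 4 lower in mature Ved. Blocked by run, the difference was 2.11 for CmCHYE and -2.23 for CmPSY3. With 1 Ved array in each run, MU10942 was at 1.12 within run 1 and CmCRTISO at -0.44 within run 2, and CmZEP was under 2-fold with the run as a block, at -0.97.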

Among genes associated with carotenoid biosynthesis, *CmCHYE/Lut1* (cCI_04-E08-M13R_c; encoding a carotene ɛ-hydroxylase) and *CmPSY1* (MU10942 and cSSH9H13_c; encoding a phytoene synthase) were more highly expressed in Ved than PS, whereas *CmPSY3* (cHS_38-F04-M13R_c), *CmCRTISO* (cCL1236Contig1; encoding a carotenoid isomerase) and *CmZEP* (cCL3831Contig1; encoding a zeaxanthin epoxidase) were preferentially expressed in PS (Fig. 8). 

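CmGGPS (cHS_10-E06-M13R_c), which makes the shared precursor of carotenoids and of the side chain of chlorophyll, was at 9.34 ± 0.57 (SD, n = 3) in mature Ved and 6.93 ± 0.41 (SD, n = 3) in mature PS, where 0 of 3 arrays detected it. The log2 difference was 2.41 (standard error 0.45, adjusted p = 5.09e-05, at least 4.7-fold). For CmGGH it was 2.44 (standard error 0.39, adjusted p = 6.7e-06) with cCL1327Contig1 and 2.46 (standard error 0.40, adjusted p = 9.19e-06) with cCL1327Contig2, and every Ved array lay above every PS array. The difference of CmGGPS was 2.21 with the image-reading run as a block, 2.18 within run 1 and 2.70 within run 2, and that of cCL1327Contig1 2.62 with the image-reading run as a block, 3.47 within run 1 and 2.05 within run 2.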

Carotenoids are synthesized from the isoprenoid precursor geranylgeranyl pyrophosphate (GGPP), and the *CmGGPS* gene (cHS_10-E06-M13R_c; geranylgeranyl pyrophosphate synthase) was expressed at a higher level in Ved than PS fruits, as was the *CmGGH* (cCL1327Contig1; geranylgeranyl reductase) involved in metabolism of GGPP and the phytyl moiety of chlorophyll (Additional file 11: Table S8). Genes encoding proteins involved in light harvesting and the photosynthetic electron transport chain were strongly expressed in both genotypes at 15 DAP. 

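Of the 8 unigenes of photosystem II and the oxygen-evolving complex, 8 fell in Ved between 15 DAP and maturity and 6 in PS. The median log2 change was -2.09 in Ved and -2.98 in PS. The change was more positive in Ved than in PS for 2 of the 8 and more negative for 1. In mature fruit an oxygen-evolving enhancer protein (cCL1559Contig1), part of the water-splitting complex, was higher in Ved by 2.06 (standard error 0.32, adjusted p = 4.21e-06), and a psbY protein (cCL3601Contig1), a small subunit of the core, by 2.02 (standard error 0.30, adjusted p = 3.04e-06). The reaction center protein L (cPS_31-D10-M13R_c), another core subunit, was lower in Ved, at -1.71 (standard error 0.28, adjusted p = 7.45e-06). All arrays of one genotype lay beyond those of the other for these 3, and the other 5 were not called.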

During ripening, there was a large decrease in expression of photosystem II related genes in Ved so that at maturity their expression was much higher in PS than Ved (data not shown). However, some chlorophyll a-b binding protein and ATP synthase (γ and δ subunits) genes showed the opposite pattern (data not shown).

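A chlorophyll a-b binding protein (cCI_64-D04-M13R_c) was higher in mature Ved than in mature PS by 4.12 (standard error 0.42, adjusted p = 3.73e-09), and a photosystem I subunit (cCI_13-C06-M13R_c), which docks ferredoxin, by 3.49 (standard error 0.45, adjusted p = 2.44e-07, at least 2.67-fold). Of 18 chlorophyll a-b binding unigenes 3 were higher and 1 lower in mature Ved, and of 13 photosystem I unigenes 5 were higher and none was lower. Over the whole list of 39, 10 were higher and 2 lower, with a median log2 difference of 0.61. The study chose the list, so the count is not independent evidence, and adjusted over the list alone it was the same. Within run 1 a total of 7 were called, and within run 2 19, with 1 Ved array in each.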

#### Transcription factors

A total of 1,044 transcription factor genes were represented on the microarray and 985 of these were differentially expressed at different stages of development. At maturity, 134 transcription factor genes were more highly expressed in Ved fruits than in PS, while 181 showed the opposite pattern (Additional file 11: Table S8). Among the differentially expressed transcription factor genes, the most common classes were NAC/NAM, MYB, AP2 domain, bZIP, MADS-box, bHLH and SBP-box proteins, which are also the main types of transcription factors that are differentially expressed during tomato fruit ripening [70].

A total of 27 fruit-expressed unigenes encoding NAM/NAC-domain proteins were represented on the array. There was very wide variation in expression of these genes between genotypes and developmental stages. 

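Of the NAC unigenes named in the tables of the study, 24 were measured. Between 15 DAP and maturity 8 rose and 6 fell in Ved, 8 rose and 4 fell in Dul, 6 rose and 3 fell in PI, and 5 rose and 1 fell in PS (limma, adjusted p under 0.05 and 2-fold). In mature fruit 3 were higher and 5 lower in Ved than in PS, 4 and 5 in Dul, and 4 and 2 in PI. The unigene cCL5122Contig1, which resembles the senescence regulator NAC029, was higher in Ved by 2.66 (standard error 0.41, adjusted p = 4.24e-06), and cCI_64-A04-M13R_c, resembling NAC21, was lower, at -2.0 (standard error 0.31, adjusted p = 4.83e-06). Every Ved array lay on one side of every PS array for these. The average change in Ved and Dul was more positive than that in PI and PS for 5 of the 24 and more negative for 4, and adjusted over the list alone for 5 and 6. Within run 1, with 1 array each, the total for mature Ved and PS was 4.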

Of particular interest was a NAC domain transcription factor gene, *CmNAC/JA* (cCL1154Contig1), which is homologous with the tomato *NOR* gene [15]. 

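CmNAC/JA (cCL1154Contig1) encodes a NAC domain transcription factor. At maturity its log2 expression was 13.96 ± 0.91 (SD, n = 3) in Ved, 12.56 ± 0.22 (SD, n = 3) in Dul, 12.81 ± 0.54 (SD, n = 3) in PI and 8.16 ± 0.20 (SD, n = 3) in PS. It was higher than in mature PS by 5.80 (standard error 0.40, adjusted p = 1.55e-12) in Ved, 4.40 (standard error 0.40, adjusted p = 8.63e-10) in Dul and 4.64 (standard error 0.40, adjusted p = 1.52e-10) in PI, and every array of these genotypes lay above every PS array. It rose after 15 DAP by 7.29 (adjusted p = 5.68e-15) in Ved, 3.97 (adjusted p = 1.94e-08) in Dul and 2.50 (adjusted p = 4.4e-05) in PI, against 1.01 (adjusted p = 0.0747) in PS. The change was larger than in PS by 6.28 (adjusted p = 7.13e-09) in Ved and 2.96 (adjusted p = 0.00114) in Dul, and in PI the difference in change was 1.48 (adjusted p = 0.0975). The difference between mature Ved and PS was 5.76 with the image-reading run as a block, 5.18 within run 1 and 5.56 within run 2, and that between Dul and PS 4.46 with the image-reading run as a block and 4.63 within run 1. The change in PS was called with averaged probes (1.06, adjusted p = 0.0371), and within run 2, with 1 array at 15 DAP, it was 1.58.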

*CmNAC/JA* was expressed at a lower level in PS than in Ved and Dul at harvest. In contrast, the expression of the NAC-domain unigene cCL3226Contig1 increased during ripening in PS but decreased in PI, Ved and Dul (Fig. 6i-j; Additional file 10: Table S7 and Additional file 11: Table S8).

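The unigene cCL3226Contig1, another member of the NAC family, was at 8.73 ± 0.30 (SD, n = 2) at 15 DAP and 10.66 ± 0.41 (SD, n = 3) at maturity in PS on the log2 scale, a rise of 1.93 (standard error 0.52, adjusted p = 0.00425). From 15 DAP to maturity it fell by 3.16 (standard error 0.47, adjusted p = 1.26e-06, at least 5.85-fold) in Ved, fell by 1.76 (standard error 0.52, adjusted p = 0.00638) in Dul and fell by 3.25 (standard error 0.52, adjusted p = 1.08e-05, at least 5.48-fold) in PI. The difference from the change in PS was -5.09 (adjusted p = 2.85e-06) for Ved, -3.69 (adjusted p = 6e-04) for Dul and -5.17 (adjusted p = 1.01e-05) for PI. Between mature Ved and PS the difference was -4.48 (standard error 0.47, adjusted p = 5.4e-09, at least 14.6-fold), with every PS array above every Ved array and 0 of 3 Ved arrays detecting it. That difference was -4.50 with the image-reading run as a block, -5.33 within run 1 and -3.45 within run 2. The change in Dul was -1.43 within run 1, with 1 array at 15 DAP, and the rise in PS was not called without PS 15 DAP replicate 3 (1.72).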

The MADS box protein RIPENING-INHIBITOR (RIN) was proposed to function early in the transcriptional activation cascade regulating ripening-related processes, including ethylene production and/or signalling [14]. 

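The MADS box list used here held 6 measured unigenes from the tables of the study, without cCL5689Contig1, which is given below. In mature fruit none was higher in Ved than in PS and 2 were lower, and adjusted over the list alone the counts were the same; mature Dul had 1 lower and mature PI 2 (limma, adjusted p under 0.05 and 2-fold). CmCUM (cCL1745Contig1), which resembles the flower gene AGAMOUS, was lower in mature Ved, at -1.88 (standard error 0.32, adjusted p = 1.51e-05). Between 15 DAP and maturity 1 rose and 2 fell in Ved, 1 rose and 1 fell in Dul, none rose and 2 fell in PI, and 1 rose in PS. None differed by limma between the average change in Ved and Dul and that in PI and PS, though 4 had an unadjusted p under 0.05, and 1 did when adjusted over the list alone.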

Seven MADS-box related genes were represented on the microarray. Two of these genes, *CmMADS8* (cCL2496Contig1) and cCL5689Contig1, were specifically down-regulated and up-regulated in the climacteric genotypes, respectively (Fig. 6k-l; Additional file 10: Table S7 and Additional file 11: Table S8).

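CmMADS8 (cCL2496Contig1), a MADS box transcription factor, was at 9.12 ± 1.00 (SD, n = 3) at 15 DAP and 6.99 ± 0.95 (SD, n = 3) at maturity in Ved, and at 7.71 ± 1.24 (SD, n = 2) and 10.31 ± 0.62 (SD, n = 3) in PS, on the log2 scale. The change was -2.13 (standard error 0.86, adjusted p = 0.0353) in Ved, 0.78 (standard error 0.96, adjusted p = 0.53) in Dul, -2.37 (standard error 0.96, adjusted p = 0.049) in PI and 2.60 (standard error 0.96, adjusted p = 0.0337) in PS. In Dul it was at 5.73 at 15 DAP and 6.51 at maturity, where 0 of 3 arrays detected it. Mature Ved was lower than PS, at -3.32 (standard error 0.86, adjusted p = 0.00206), with every PS array above every Ved array, and Dul at -3.79 (adjusted p = 0.000751, at least 6.42-fold). The unigene cCL5689Contig1 changed by 2.88 (standard error 0.31, adjusted p = 5.96e-09) in Ved, 2.19 (standard error 0.35, adjusted p = 7.24e-06) in Dul, 1.51 (standard error 0.35, adjusted p = 0.000896) in PI and 1.42 (standard error 0.35, adjusted p = 0.00189) in PS, with every mature array above every 15 DAP array, but without PS 15 DAP replicate 3 that in PS was not called (1.17, adjusted p = 0.0519) and without PI H replicate 2 that in PI was under 2-fold (0.98). Mature Ved was higher than PS by 1.75 (adjusted p = 3.28e-05), Dul by 1.39 (adjusted p = 0.000677), and PI was lower, at -1.04 (adjusted p = 0.00875). The difference in change from PS was 1.46 (adjusted p = 0.0184) for Ved and 0.77 (adjusted p = 0.278) for Dul. Within run 1 the difference between mature Ved and PS was -2.09 for CmMADS8 and 1.58 for cCL5689Contig1, with 1 array each. The difference between mature PI and PS for cCL5689Contig1, with 2 of 3 PI arrays below every PS array, was not called without PI H replicate 1 or 3 (-0.91 and -0.63), with averaged probes, without background correction, with normexp or with the deposited unigene intensities. The change of CmMADS8 in PI was not called with the run as a block (-1.96, adjusted p = 0.172), with the replicate number as a block (adjusted p = 0.0532), with averaged probes, with median scaling or without each of the PI arrays in turn. That in PS was not called with the deposited unigene intensities (1.67, adjusted p = 0.0546), with median scaling or without background correction, nor without PS 15 DAP replicate 1 or PS H replicate 3. The change in Ved was not called with the deposited unigene intensities (-1.13), without background correction or with normexp. It was also lost without Ved 15 DAP replicate 2 or 3 and without Ved H replicate 1 or 3 (-1.64 without the last).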

An HB-1 homeobox protein transcription factor (HD-ZIP) was recently reported to regulate fruit ripening in tomato [18] by binding to the *SlACO1* promoter, thereby activating this gene’s expression and therefore fruit ripening. The melon unigene cCL1434Contig1 has homology with HD-ZIP transcription factors. 

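The unigene cCL1434Contig1, which resembles a homeobox leucine zipper factor, changed from 15 DAP to maturity by -3.83 (standard error 0.47, adjusted p = 4.91e-08, at least 10.8-fold) in Ved, -3.96 (standard error 0.52, adjusted p = 3.45e-07, at least 9.15-fold) in Dul and -3.30 (standard error 0.52, adjusted p = 8.78e-06, at least 4.57-fold) in PI, and by 3.79 (standard error 0.52, adjusted p = 1.35e-06) in PS, on the log2 scale. No mature array of Ved, Dul or PI detected it. At 15 DAP it was at 10.19 in Ved, 10.82 in Dul, 9.64 in PI and 9.88 in PS, and in mature PS it reached 13.67 ± 0.24 (SD, n = 3). The difference from the change in PS was -7.62 (adjusted p = 3.7e-09) for Ved and -7.09 (adjusted p = 1.27e-07) for PI, and PI did not differ from Ved in mature fruit (-0.01 (adjusted p = 0.986)). In mature fruit Ved was lower than PS, at -7.31 (standard error 0.47, adjusted p = 3.55e-13, at least 121-fold), with every PS array above every Ved array. Blocked by run, the change was -3.80 in Ved, -3.71 in PI and 3.61 in PS.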

Its expression strongly declined during development of climacteric fruits, showed a smaller decrease in PI but increased during ripening in PS (Fig. 6m). The expression of other transcription factor genes from this family increased during ripening in climacteric fruits, but not in PS (Additional file 10: Table S7 and Additional file 11: Table S8).

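The study lists 40 unigenes as HD-Zip, and the bZIP-like unigene given below is among them. Of the 40, 11 rose and 12 fell in Ved between 15 DAP and maturity, 6 rose and 13 fell in Dul, 7 rose and 7 fell in PI, and 6 rose and 6 fell in PS (limma, adjusted p under 0.05 and 2-fold). The average change in Ved and Dul was more positive than that in PI and PS for 2 and more negative for 11, and adjusted over the list alone for 2 and 12. In mature fruit 8 were higher and 6 lower in Ved than in PS, 7 and 6 in Dul, and 8 and 6 in PI. The unigene cPSI_03-G05-M13R_c, which resembles a transcription factor, was higher in mature Ved by 3.44 (standard error 0.38, adjusted p = 1.63e-08), and cPS_18-D04-M13R_c, resembling the bZIP factor TGA, was lower, at -4.66 (standard error 0.39, adjusted p = 8.96e-11, at least 9.45-fold). CmHD-ZIP was higher in mature Ved than in PS by 4.06 (standard error 0.51, adjusted p = 1.51e-07, at least 4.02-fold). When unigenes near the random probes were left out, 12 HD-Zip unigenes were called in Dul, 6 in PI and 11 in Ved between 15 DAP and maturity.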

F-box proteins are involved in regulation of key proteins involved in ethylene signalling by targeting them for degradation via the polyubiquitin-26S proteasomal pathway. In tomato, silencing of the F-box genes *Sl-EBF1* and *Sl-EBF2* resulted in a constitutive ethylene response phenotype, an accelerated plant senescence and earlier fruit ripening, suggesting that they are integral components of ethylene-dependent developmental processes [58]. The role of these F-box proteins in tomato ripening would be to target EIN3 for degradation, thus down-regulating ethylene signalling. Several F-box protein genes were found to be differentially expressed between genotypes during fruit development and ripening (Additional file 10: Table S7). Among these, unigene cCL2643Contig1 was strongly induced in climacteric fruits, and to a lesser extent in PI, during ripening, but was expressed at a lower level and decreased during ripening in PS (Fig. 6n). In contrast, expression of unigene cCL891Contig1 was relatively constant in the non-climacteric genotypes but decreased after the burst of ethylene production in Ved and Dul (Fig. 6o).

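Of 105 F-box unigenes, 18 rose and 15 fell in Ved between 15 DAP and maturity, 14 rose and 13 fell in Dul, 7 rose and 12 fell in PI, and 9 rose and 11 fell in PS (limma, adjusted p under 0.05 and 2-fold). In mature fruit 17 were higher and 11 lower in Ved than in PS, 8 and 16 in Dul, and 14 and 4 in PI. The unigene cCL4661Contig1, which resembles the lectin-like F-box protein PP2-A14, was higher in mature Ved by 4.17 (standard error 0.37, adjusted p = 3.47e-10), and cCL4340Contig1, with kelch repeats, was lower, at -4.13 (standard error 0.39, adjusted p = 7.49e-10). The average change in Ved and Dul was more positive than that in PI and PS for 16 and more negative for 9, and adjusted over the list alone all these counts were the same.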

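The unigene cCL2643Contig1, an F-box protein, rose from 15 DAP to maturity by 7.94 (standard error 0.76, adjusted p = 5.17e-10, at least 150-fold) in Ved, 2.73 (standard error 0.85, adjusted p = 0.00916) in Dul and 3.01 (standard error 0.85, adjusted p = 0.00543) in PI, and in PS the change was 0.26 (standard error 0.85, adjusted p = 0.851) on the log2 scale. At maturity it was at 13.50 ± 0.58 (SD, n = 3) in Ved, 9.94 ± 1.49 (SD, n = 3) in Dul, 9.43 ± 0.97 (SD, n = 3) in PI and 5.91 ± 0.64 (SD, n = 3) in PS, where 0 of 3 arrays detected it. It was higher than in mature PS by 7.59 (standard error 0.76, adjusted p = 2.77e-09, at least 85.1-fold) in Ved and 3.52 (standard error 0.76, adjusted p = 0.000434, at least 5.06-fold) in PI, and every array of these lay above every PS array. The change was larger than in PS by 7.69 (adjusted p = 8.12e-06) in Ved, and in PI the difference in change was 2.75 (adjusted p = 0.109). The difference between mature Ved and PS was 7.29 with the image-reading run as a block, 7.37 within run 1 and 7.17 within run 2. The change in Dul was 2.71 within run 1, with 1 array at 15 DAP, and that in PI was not called without PI 15 DAP replicate 3 (adjusted p = 0.099).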

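The F-box unigene cCL891Contig1 was at 12.93 ± 0.53 (SD, n = 2) at 25 DAP, 11.08 ± 0.32 (SD, n = 3) at 35 DAP and 9.51 ± 0.53 (SD, n = 3) at maturity in Ved on the log2 scale. Its change from 15 DAP to maturity was -4.63 (standard error 0.30, adjusted p = 2.53e-13) in Ved, -2.23 (standard error 0.34, adjusted p = 3.59e-06) in Dul, -0.50 (standard error 0.34, adjusted p = 0.257) in PI and -1.44 (standard error 0.34, adjusted p = 0.00124) in PS. The difference from the change in PS was -3.18 (adjusted p = 5.13e-06) for Ved and -0.78 (adjusted p = 0.252) for Dul. In mature fruit Ved was lower than PS, at -3.51 (standard error 0.30, adjusted p = 1.66e-10), with every PS array above every Ved array. That difference was -3.47 with the image-reading run as a block, -3.85 within run 1 and -2.88 within run 2.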

There was also differential expression of EREBP, MYB and WRKY protein genes and transcription factor genes associated with auxin signalling and the ubiquitin pathway, but different members of these gene families showed opposite trends, with some more highly expressed in Ved while others were preferentially expressed in PS (Additional file 11: Table S8).

#### Sugar and cell wall metabolism

Fruits of all four melon genotypes accumulated high levels of sucrose as they ripened (Fig. 2). Sucrose is stored primarily in the vacuoles of the pericarp parenchyma cells and is the major determinant of fruit sweetness, which is one of the most important organoleptic traits for the consumer. Melon, in common with other cucurbits, is a symplastic phloem loading species that exports raffinose and stachyose as well as sucrose from source leaves to sink tissues, such as developing fruits [71]. Imported raffinose family oligosaccharides are hydrolysed by α-galactosidases, releasing sucrose and galactose. The latter is phosphorylated by galactokinase (GK) and the resulting galactose 1-phosphate converted to other hexose-phosphates, providing the substrates for synthesis of sucrose by sucrose-phosphate synthase (SPS) and sucrose-phosphate phosphatase (SPP). 

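The alpha-galactosidase unigene cSSH9H24_c, which releases galactose from raffinose sugars, was at 10.32 ± 0.19 (SD, n = 3) in mature Ved and 8.26 ± 0.31 (SD, n = 3) in mature PS, higher in Ved by 2.07 (standard error 0.34, adjusted p = 1.1e-05) on the log2 scale. The unigenes cA_15-C06-M13R_c and cSSH9I1_c were higher in PS, at -3.25 (standard error 0.52, adjusted p = 6.37e-06, at least 6.06-fold) and -7.14 (standard error 0.47, adjusted p = 7.29e-13, at least 47.4-fold). In mature Ved 0 of 3 arrays detected either of these, and in PS their levels were 9.36 ± 1.12 (SD, n = 3) and 12.32 ± 0.61 (SD, n = 3). Every array of the higher genotype lay above every array of the other. At 15 DAP the levels in Ved were 13.10, 12.02 and 14.04, and in PS 12.77, 11.68 and 13.75. The difference was 2.11 with the image-reading run as a block, 2.38 within run 1 and 2.10 within run 2 for cSSH9H24_c. Within run 1 that of cA_15-C06-M13R_c was -2.15, with 1 array each.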

There are multiple genes encoding α-galactosidase in melon [45] and several were highly expressed in developing melon fruits (cSSH9H24_c, cA_15-C06-M13R_c or cSSH9I1_c), although the predominantly expressed α-galactosidase gene differed between Ved and PS (Additional file 11: Table S8). 

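The sugar list of the study held 21 measured unigenes, all of which differed between mature Ved and PS, 11 higher and 10 lower (limma, adjusted p under 0.05 and 2-fold). The list was picked for such a difference, so the count is not independent evidence, and adjusted over the list alone it was the same. CmGALS (cMC107_c), a galactinol synthase of raffinose synthesis, was higher in Ved by 4.87 (standard error 1.28, adjusted p = 0.00237), and CmAGLU (cCL2745Contig1), an alpha-glucosidase, by 4.38 (standard error 0.29, adjusted p = 6.72e-13). Mature Dul had 8 higher and 9 lower than PS, and mature PI 6 and 6. Between 15 DAP and maturity 7 rose and 12 fell in Ved, 4 rose and 12 fell in Dul, 1 rose and 8 fell in PI, and 1 rose and 9 fell in PS. Within run 1, with 1 array each, 16 of the 21 differed between mature Ved and PS.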

There were only minor differences in expression of *GK*, *SPS* and *SPP* genes between the two varieties (data not shown).

Sucrose can be catabolised by sucrose synthase or invertase. Expression of a *CmINV* gene (cCL4861contig1), encoding a soluble (vacuolar) acid invertase, was almost 10 times higher in Ved than PS (Fig. 9; Additional file 11: Table S8). In contrast, one of the *CmCWINV* genes (c46d_34-C03-M13R_c), encoding a cell wall invertase, was preferentially expressed in PS. 

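CmINV (cCL4861Contig1), an acid invertase that splits sucrose in the vacuole, was at 10.28 ± 1.23 (SD, n = 3) in mature Ved, 7.58 ± 0.82 (SD, n = 3) in Dul, 13.40 ± 1.28 (SD, n = 3) in PI and 6.79 ± 0.31 (SD, n = 3) in PS, where 0 of 3 arrays detected it. The difference from PS was 3.48 (standard error 0.62, adjusted p = 3.11e-05, at least 9.13-fold) for Ved, 6.60 (standard error 0.62, adjusted p = 9.11e-10, at least 79.4-fold) for PI and 0.79 (adjusted p = 0.316) for Dul on the log2 scale. Every Ved and PI array lay above every PS array. From 15 DAP to maturity the change was -3.60 (adjusted p = 1.31e-05) in Ved, -6.42 (adjusted p = 9.8e-09) in Dul, 1.08 (adjusted p = 0.224) in PI and -6.51 (adjusted p = 1.72e-08, at least 74.5-fold) in PS. The difference between mature Ved and PS was 3.41 with the image-reading run as a block, 4.20 within run 1 and 1.94 within run 2. The change in PI was called without PI H replicate 2 (1.82, adjusted p = 0.0376), which was at 11.93, against 13.99 and 14.28 in the other mature PI arrays.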

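CmCWINV (c46d_34-C03-M13R_c), an invertase of the cell wall, was at 10.58 ± 1.72 (SD, n = 3) in mature Ved, 14.68 ± 0.12 (SD, n = 3) in Dul, 11.55 ± 1.81 (SD, n = 3) in PI and 14.92 ± 0.12 (SD, n = 3) in PS. The difference from PS was -4.34 (standard error 0.70, adjusted p = 8.49e-06) for Ved, -3.37 (standard error 0.70, adjusted p = 0.000291) for PI and -0.24 (adjusted p = 0.808) for Dul on the log2 scale, and every PS array lay above every Ved array. Its change after 15 DAP was -0.19 (adjusted p = 0.834) in Ved, 5.06 (adjusted p = 4.89e-06) in Dul, 1.15 (adjusted p = 0.259) in PI and 3.23 (adjusted p = 0.00172) in PS. The difference between mature Ved and PS was -3.94 with the image-reading run as a block, -5.08 within run 1 and -2.40 within run 2. The mature arrays of Ved were at 9.40, 9.78 and 12.55 and those of PI at 10.46, 13.64 and 10.54. Within run 2, which held only the highest of the mature Ved arrays, the change in Ved was 1.78.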

Expression of two *CmINVINH* genes (cCL2226Contig1 and c15d_02-B02-M13R_c), encoding invertase inhibitor proteins, was about 30 times higher in PS than Ved. 

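The invertase inhibitor cCL2226Contig1, a protein that blocks invertase, was at 8.50 ± 0.36 (SD, n = 3) in mature Ved and 13.40 ± 0.24 (SD, n = 3) in mature PS, a log2 difference of -4.90 (standard error 0.33, adjusted p = 8.53e-13). For c15d_02-B02-M13R_c the levels were 6.44 ± 0.66 (SD, n = 3) and 11.40 ± 0.54 (SD, n = 3), and the difference -4.97 (standard error 0.60, adjusted p = 7.5e-08). Every PS array lay above every Ved array. In Dul the difference from PS was -2.42 (adjusted p = 9.24e-07) and -3.94 (adjusted p = 5.54e-06, at least 13.7-fold), and in PI -3.35 (adjusted p = 1.84e-09) and 2.16 (adjusted p = 0.00444). The difference between mature Ved and PS was -4.83 with the image-reading run as a block, -4.37 within run 1 and -4.89 within run 2 for cCL2226Contig1, and -4.96 with the image-reading run as a block, -4.69 within run 1 and -4.85 within run 2 for c15d_02-B02-M13R_c.

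**Figure D5:**
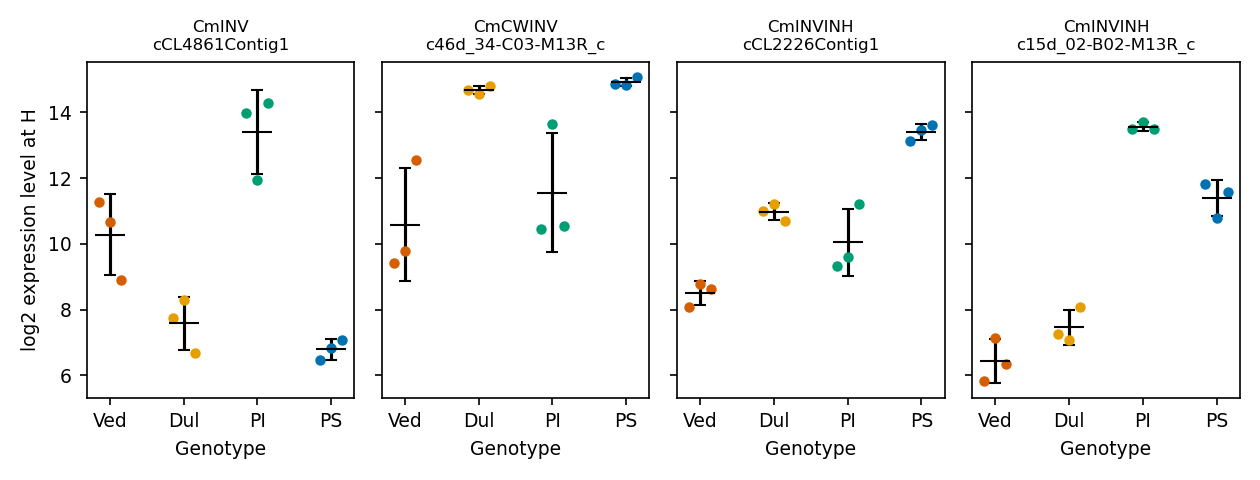
Log2 expression of the invertase and invertase inhibitor unigenes in the mature fruit of each genotype, with a point for each array. CmINV is higher in Ved than in PS by 3.48, and the inhibitors differ by -4.90 and -4.97.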

The highly expressed vacuolar invertase in Ved might limit the accumulation of sucrose during ripening, and contribute to rapid post-harvest decline in sucrose levels. Catabolism of sucrose by invertase will not only diminish the sweetness of the fruit, but also feed sugars into respiratory pathways that produce organic acids, such as malate, that impart a stale flavour to the fruit. Even though one of the *CmCWINV* genes was highly expressed in ripe PS fruits, cell wall invertase might not have access to intracellular (vacuolar) stores of sucrose. The high expression of invertase inhibitors might be expected to inhibit the invertase. These invertase and invertase inhibitor expression patterns could be an important factor in maintaining high sucrose levels in PS at maturity and also limit post-harvest losses of sucrose, thus contributing to the long shelf life of this variety.

The overall firmness of melon fruits decreases as they ripen in non-climacteric as well as climacteric varieties (Fig. 1d), although localized softening at the proximal end of the fruit is particularly pronounced in climacteric types. Genes encoding polygalacturonases (*CmPG*), glucan endo-1,3-β-glucosidases (*CmGLU*) and β-d-xylosidases (*CmXYL*) are known to be induced by ethylene [43, 72] and several of these were more strongly up-regulated during ripening in Ved than PS (e.g. cCL3465, MU10927, cFR14J7_c, cCL3761Contig1, cCL1814Contig1; Additional file 11: Table S8). 

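Polygalacturonases break down pectin. In mature fruit cCL3465Contig1 was higher in Ved than in PS by 6.74 (standard error 0.41, adjusted p = 1.22e-13, at least 33.7-fold), MU10927 by 6.54 (standard error 0.49, adjusted p = 1.05e-11, at least 18.7-fold) and cFR14J7_c by 4.04 (standard error 0.59, adjusted p = 1.93e-06) on the log2 scale. The glucosidase CmGLU (cCL3761Contig1), which cleaves callose, was higher by 3.98 (standard error 0.25, adjusted p = 3.27e-13), and the xylosidase CmXYL (cCL1814Contig1), which trims xylan, by 3.06 (standard error 0.49, adjusted p = 6.22e-06). Every Ved array lay above every PS array. The change from 15 DAP to maturity in Ved was 6.98 (adjusted p = 2.39e-14, at least 59.6-fold), 6.89 (adjusted p = 1.51e-12, at least 33.1-fold) and 3.02 (adjusted p = 7.54e-05) for the polygalacturonases, -0.44 (adjusted p = 0.145) for CmGLU and 2.91 (adjusted p = 8.08e-06) for CmXYL, and in PS -0.23 (adjusted p = 0.738), 0.42 (adjusted p = 0.597), -1.13 (adjusted p = 0.192), -3.23 (adjusted p = 4.03e-10) and -1.57 (adjusted p = 0.0234). The difference in change between Ved and PS was 7.21 (adjusted p = 8.98e-10), 6.47 (adjusted p = 1.69e-07), 4.15 (adjusted p = 0.000695), 2.80 (adjusted p = 2.4e-06) and 4.48 (adjusted p = 2.67e-05). The run-blocked differences between mature Ved and PS were 6.56, 6.67, 3.95, 3.93 and 3.17, and within run 1, with 1 array each, that of cFR14J7_c was 1.97. The fall of CmXYL in PS was not called without each of 3 single PS arrays.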

Increased expression and activity of these enzymes is expected to promote cell wall degradation and softening of the fruit. However, other cell wall related genes (e.g. a fascilin-like arabinogalactanan protein gene, *CmFAG* cCL1228Contig1) were more highly expressed in PS than in Ved, suggesting that loss of fruit firmness in PS is mediated by a different set of enzymes and is probably independent of ethylene signalling.

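CmFAG (cCL1228Contig1), a fasciclin-like arabinogalactan protein of the cell surface, was at 6.43 ± 0.96 (SD, n = 3) in mature Ved and 12.26 ± 0.25 (SD, n = 3) in mature PS, a log2 difference of -5.84 (standard error 0.50, adjusted p = 1.2e-10), with every PS array above every Ved array. CmEXP (cCL2499Contig1), an expansin-like protein, was lower in Ved as well, at -4.41 (standard error 0.73, adjusted p = 1.14e-05). Of 35 cell wall unigenes 9 were higher and 26 lower in mature Ved than in PS, 7 and 19 in Dul, and 6 and 18 in PI (limma, adjusted p under 0.05 and 2-fold). The study chose the list on the difference between Ved and PS, so its direction is not independent evidence; adjusted over the list alone the counts were 9 and 26, 7 and 19, and 7 and 18. Over ripening 6 rose and 19 fell in Ved, 9 rose and 18 fell in Dul, 9 rose and 14 fell in PI, and 5 rose and 16 fell in PS. The difference of CmFAG was -6.04 with the image-reading run as a block, -5.10 within run 1 and -7.01 within run 2, and within run 1, with 1 array each, the total for mature Ved and PS was 23. From such differences, the paper proposes that the softening of PS depends on other enzymes and probably goes on without ethylene signalling.

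**Figure D6:**
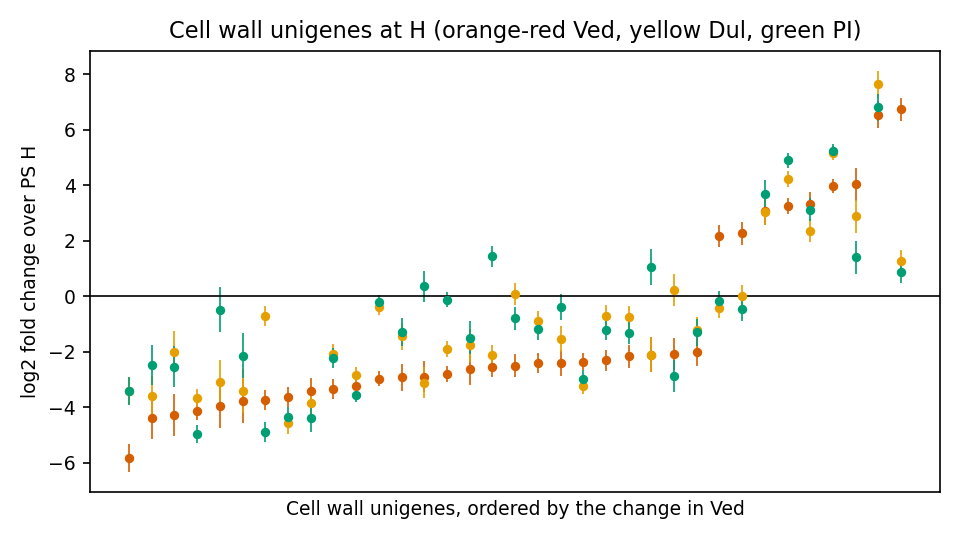
Log2 difference from mature PS for the 35 cell wall unigenes in mature Ved (orange-red), Dul (yellow) and PI (green). In Ved 9 are higher and 26 lower, and CmFAG is at -5.84.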

#### Other differentially expressed genes

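The SAM statistic, with a constant of 0.119 added to the standard error and a median false discovery rate of 0.0474, called 2587 unigenes higher and 2530 lower in mature Ved than in PS at 2-fold. Unigenes with very large differences included some of unknown function. Higher in Ved was cPS_06-F10-M13R_c, which has no description, by 8.50 (standard error 0.93, adjusted p = 1.36e-08). Lower in Ved were cHS_38-A04-M13R_c, at -7.82 (standard error 0.49, adjusted p = 2.44e-13), cPSI_11-F04-M13R_c, at -7.74 (standard error 0.43, adjusted p = 1.92e-14), cCL3896Contig1, at -7.56 (standard error 0.68, adjusted p = 3.47e-10), and cCL5615Contig1, at -7.53 (standard error 0.28, adjusted p = 2.55e-18, at least 41.4-fold). By limma these passed the test with every array of one genotype beyond every array of the other.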

When the SAM analysis was performed, a total of 65 unigenes showed a ≥2-fold higher expression in Ved than in PS and 137 unigenes showed a ≥2-fold higher expression in PS than in Ved (Additional file 11: Table S8, spreadsheet 2). 

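In mature fruit the UDP-glucosyltransferase cCI_13-F09-M13R_c, which adds glucose to small molecules, was higher in Ved than in PS by 9.87 (standard error 0.30, adjusted p = 1.52e-20, at least 301-fold) on the log2 scale, and cPSI_24-F06-M13R_c by 6.97 (standard error 0.45, adjusted p = 4.69e-13). Among the same enzymes, cPS_10-A02-M13R_c was higher by 9.41 (standard error 0.41, adjusted p = 6.6e-17) and cCL1852Contig1 by 9.09 (standard error 0.27, adjusted p = 8.34e-21, at least 241-fold). The acyltransferase cCI_35-A04-M13R_c, which modifies anthocyanins, was higher by 5.52 (standard error 0.40, adjusted p = 4.95e-12), and the threonine aldolase cCL2708Contig1, an enzyme of glycine synthesis, by 9.11 (standard error 0.41, adjusted p = 1.64e-16, at least 152-fold). The sugar transporter cA_19-H06-M13R_c, which resembles SWEET3b, was higher by 8.36 (standard error 0.53, adjusted p = 3.19e-13, at least 169-fold). Other large differences were those of a basic endochitinase (cFR13G23_c), a defence enzyme, by 8.98 (standard error 1.40, adjusted p = 4.71e-06, at least 205-fold), and of kiwellin (cSSH6B5_c), a fruit protein, by 8.95 (standard error 0.99, adjusted p = 1.65e-08, at least 123-fold). Every Ved array lay above every PS array for all of these. The change of cCL2708Contig1 from 15 DAP to maturity was 9.38 in Ved, 6.48 in Dul, 5.38 in PI and 0.49 in PS, and that of the transporter 4.60, 3.18, 2.64 and -5.06. Blocked by run, the difference was 9.94 for cCI_13-F09-M13R_c, 6.99 for cPSI_24-F06-M13R_c, 5.65 for the acyltransferase, 9.00 for the aldolase and 8.34 for the transporter.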

Apart from genes already described before, genes that were notably up-regulated in Ved compared to PS included: two UDP-glucosyltransferases cCI_13-F09-M13R_c and cPSI_24-F06-M13R_c (polysaccharide synthesis), an anthocyanin 5-aromatic acyltransferase cCI_35-A04-M13R_c (anthocyanin modification), a β-1,3-glucanase-like protein cCL3761Contig1 (callose degradation), an l-allo-threonine aldolase cCL2708Contig1 (glycine synthesis) and a bidirectional sugar transporter cA_19-H06-M13R_c. Apart from genes already described before, genes that were more strongly expressed in PS than Ved included: a cytochrome P450-like protein c15d_31-D11-M13R_c (monooxygenase/oxidation of organic substances), HSF30 cSSH6A3_c (heat-shock protein), a deoxyhypusine synthase cCL449Contig1 (polyamine metabolism/modification of eukaryotic translation initiation factor 5A), F-box proteins c15d_35-A07-M13R_c and cPS_21-E08-M13R_c, and several proteins related to auxin or gibberellin signalling. 

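The cytochrome P450 c15d_31-D11-M13R_c, an oxidizing enzyme, was lower in mature Ved than in PS, at -8.48 (standard error 0.35, adjusted p = 3.01e-17, at least 136-fold) on the log2 scale, as was the heat shock factor HSF30 (cSSH6A3_c), a regulator of the heat response, at -7.74 (standard error 0.50, adjusted p = 5.54e-13, at least 130-fold). In mature Ved 0 of 3 arrays detected either. The deoxyhypusine synthase cCL449Contig1, which activates a translation factor, was at -4.76 (standard error 0.33, adjusted p = 2.34e-12), and the F-box unigenes c15d_35-A07-M13R_c and cPS_21-E08-M13R_c at -7.08 (standard error 0.19, adjusted p = 1.01e-21, at least 39.5-fold) and -3.74 (standard error 0.29, adjusted p = 2.61e-11). Among the largest were a subtilisin-like protease (cSSH9F3_c), which cuts proteins, at -7.64 (standard error 0.32, adjusted p = 3.1e-17), and a pair of glutelins (cSSH4I8_c and cCL572Contig1), storage proteins of seeds, at -8.60 (adjusted p = 1.89e-16, at least 94.4-fold) and -8.41 (adjusted p = 2.38e-14). Every PS array lay above every Ved array for these. HSF30 and c15d_35-A07-M13R_c were at least 16-fold lower in Ved than in PS at every stage, so their differences do not belong to mature fruit alone. Over all stages c15d_35-A07-M13R_c was at 4.82 in Ved, against 12.19 in Dul, 12.13 in PI and 12.07 in PS. Of its 4 probes, 3 were at least 2 log2 higher in PS than in Ved. The smallest probe difference was -0.70, the other way round, so not all probes showed the gap. Whether the probes match the allele of Ved was not tested, so its fold may not reflect expression alone. From mature PS, Dul differed by -7.59 (adjusted p = 7.56e-16, at least 74.7-fold) for the P450 and -1.40 (adjusted p = 0.0258) for HSF30, and PI by -7.29 (adjusted p = 7.62e-16, at least 84.3-fold) and -1.28 (adjusted p = 0.043). Between mature Ved and PS the run-blocked difference was -8.63 for the P450, -7.59 for HSF30 and -4.88 for the synthase. With that block HSF30 was no longer called for Dul (-1.21, adjusted p = 0.0897) or PI (-1.09, adjusted p = 0.124) against PS, and within run 1, with 1 PS array, the values were -0.73 and -0.62.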

Auxin signalling is known to be involved in the initiation of ripening in the non-climacteric strawberry fruit [73].

## Conclusions

There is massive re-programming of transcription during fruit development and ripening in climacteric and non-climacteric melon varieties, with many gene expression changes common to both types. However, major differences in gene expression were observed in the climacteric varieties, Ved and Dul, when compared with non-climacteric PS, especially genes related to ethylene biosynthesis and signalling. Changes in flesh colour during ripening appear to be linked to conversion of chlorophyll containing chloroplasts into carotenoid containing chromoplasts, including chlorophyll degradation and recycling of the phytyl moieties, consistent with previous reports [39]. An up-regulation of genes involved in the synthesis of isoprenoid precursors of carotenoids during ripening of orange-fleshed Ved melon, but not the white-fleshed PS, was recently reported [74]. By contrast, only minor changes were observed here in genes encoding the enzymes involved in the synthesis of the carotenoids themselves.

Many transcription factors showed differential expression when climacteric and non-climacteric fruits where compared, suggesting that transcriptional regulatory networks differ between varieties and contribute to differences in fruit ripening behaviour. Neither PS nor PI exhibited a burst of ethylene production during fruit ripening, and so were classified as non-climacteric varieties. However, other features of PI fruits, such as the high carotenoid content and induction of some ethylene biosynthetic genes, were more similar to the climacteric varieties Ved and Dul. In many respects, the transcript profile of PI represented a midpoint between the climacteric and non-climacteric genotypes. This intermediate behaviour suggests that ripening behaviour in melon should be considered as a continuous spectrum with classical non-climacteric varieties such as PS at one end and climacteric varieties such as Ved and Dul at the other. This suggests that climacteric ripening is not determined by a single gene but by the interactions of multiple genes, in agreement with the identification of multiple loci affecting ethylene biosynthesis in several mapping populations [33, 75]. 

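Mature PI differed from mature Ved in 4456 unigenes, 2226 higher and 2230 lower, and from mature Dul in 3999 (limma, adjusted p under 0.05 and 2-fold). The position of PI between PS and the climacteric pair was nearer PS for the unigenes higher in Ved and Dul, at a median of 0.605, than for the lower ones, at 0.699, which was not tested. CmNAC/JA was higher in mature Ved than in PI, with a difference between PI and Ved of -1.15 (standard error 0.40, adjusted p = 0.0194) and 2 of 3 PI arrays below every Ved array, and CmACS5 was lower in PI than in Ved, at -7.39 (standard error 0.81, adjusted p = 2.14e-08). For CmACO1 the difference between PI and Ved was -0.66 (adjusted p = 0.349). CmINV was higher in PI, at 3.12 (standard error 0.62, adjusted p = 0.000156). The total between mature PI and Ved was 4347 with the run as a block, and within run 1, which held 1 Ved array, it was 3997.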

Sucrose content can be used as a marker of melon fruit ripeness, even in non-climacteric varieties that show no visible or other signs of ripeness. The sucrose content of mature fruit and post-harvest losses of sucrose might be influenced by up-regulation of a specific soluble (vacuolar) acid invertase in climacteric melon fruits, while expression of two invertase inhibitors could explain the high and stable levels of sucrose in non-climacteric melon fruits, and thus be an important factor in their longer shelf-life.

## Methods

### Plant material

Melon (*Cucumis melo* L.) plants were grown under the same greenhouse conditions as described in [76]. Flowers (one per plant) were hand pollinated to precisely determine the stage of development, and fruits were harvested at 15, 25 and 35 DAP and at maturity as determined by fruit abscission in Ved (45 DAP) and Dulce (50 DAP), or by the maximal sucrose content in PI (50 DAP) and PS (55 DAP). For each genotype and sampling time, flesh (mesocarp) was collected from three separate fruits. Samples were taken from the middle of the fruit, avoiding rind, seed and jelly tissues, immediately frozen in liquid nitrogen and stored at −80 °C until analysis. After cutting the fruit in half without removing the rind, flesh firmness was measured from the inner side using a hand penetrometer fitted with an 8-mm cylindrical probe (Fruit pressure tester, model FT-011; Italy).

### Analysis of ethylene production

Three fruits of PS (31 DAP), PI (27 DAP), Ved (28 DAP) and Dul (33 DAP) were harvested at the time indicated in parentheses and kept at 20 °C. Ethylene production was measured daily for 16 days by sealing individual fruits of known weight for 1 h in 5-L plastic jars fitted with sampling septa. The ethylene concentration in 1-mL samples of the headspace of each jar was measured with a Thermo Finnigan gas chromatograph (Trace GC 2000, Milan, Italy) equipped with a flame ionization detector. For experiments involving external ethylene treatment of fruits, plants were cultivated in a greenhouse under the same conditions described above. Pre-climacteric mature fruits (Ved 27 DAP, Dul 35 DAP, PS 49 DAP and PI 37 DAP) were harvested and treated immediately at 20 °C for 24 h with 1000 ppm of ethylene gas, injected by syringe into chambers to achieve desired ethylene concentrations. A 25 ml solution of 1 M KOH was also placed inside the chambers to maintain low concentrations of CO_2_ from respiration. Control melon fruits were exposed to air under the same conditions. To measure endogenous ethylene production fruits where ventilated for 3 h after the external treatment and then sealed individually in fresh 5-L plastic jars for another hour. This was done to ensure that the ethylene measured would be the one produce by the fruit. Ethylene was measured as described before. After the treatment, fruits were placed 1 day at room temperature and then the mesocarp tissue was frozen in liquid nitrogen and stored at −80 °C for subsequent gene expression analysis.

### Measurement of sugars and carotenoids

Sucrose, glucose and fructose were assayed enzymatically in ethanolic extracts as in [77]. Total carotenoids were extracted from frozen melon fruit flesh and saponified as described in [78] with the following modifications: the dried pellet containing the carotenoids was resuspended in 50 μL acetone:CHCl_3_ (1:1) just prior to HPLC analysis, the samples were shielded from heat and light following homogenization, and canthaxanthin (50 ng · mg^−1^ FW of tissue) was added to the frozen material prior to homogenization as an internal standard. Individual carotenoids (violaxanthin, lutein, β-cryptoxanthin, α-carotene and β-carotene) were separated by reverse-phase HPLC on C30 column attached to a Waters Alliance 2690 chromatography system equipped with a diode array detector operating from 200–500 nm [79]. Quantification of β-carotene in melon extracts was based on comparison to an external standard curve using serial dilutions of an authentic standard. Recovery of the canthaxanthin internal standards was estimated by comparison to its standard curve, and the concentration of β-carotene in the fruit samples corrected accordingly. Additional carotenoid peaks were identified by comparing their spectral properties and retention times under similar chromatographic conditions as reported in the literature [80–82].

### RNA isolation and synthesis of double stranded cDNA

Total RNA from three different biological replicates for each stage and genotype was isolated from mesocarp tissue using a Plant RNeasy® Mini Kit (Qiagen, Hilden, Germany). RNA was treated with RNAse free TURBO-DNase I (Turbo-DNA-*free*^TM^ Kit; Applied Biosystems, Ambion®, USA) for 30 min at 37 °C, before use as a template for cDNA synthesis. RNA quality was assessed by agarose gel electrophoresis, spectophotometric analysis with a Nanodrop ND-1000 (NanoDrop® Technologies, Wilmington, Delaware) and analysis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). High-quality RNA samples were reversed transcribed into cDNA using a SuperScript™ double-stranded cDNA synthesis kit (Invitrogen, Carlsbad, CA). The integrity of cDNA was assessed as described above for RNA. A minimum of 2.5 μg of cDNA per sample was supplied for labelling and hybridization on custom-made melon microarrays.

### Design and hybridization of the melon NimbleGen® microarray

A basic 4-plex melon oligo-based gene expression microarray was designed in collaboration with Roche NimbleGen, based on a previously validated probe set derived from 33,000 melon expressed sequence tags (ESTs) from 12 normalized cDNA libraries, which were obtained from different melon tissues from plants grown under different physiological conditions [47]. In addition, 244 new unigenes were represented on the microarray, 33 from the GenBank database (http://ncbi.nlm.nih.gov) and 209 ESTs from the International Cucurbit Genomics Initiative database (ICuGI; http://www.icugi.org/). In total, 17,443 melon unigenes were represented on the custom microarray, with four 60-mer oligo nucleotides per unigene, making a total of 75,000 probes [49, 50]. The microarray was estimated to cover 38 % of all the genes in the melon genome, with a potentially higher proportion of fruit-expressed genes due to over-representation of fruit tissue in the original cDNA libraries.

Hybridization of melon fruit cDNA samples (three biological replicates per genotype and treatment) to the custom microarray was performed by NimbleGen® following their own specifications (NimbleGen Arrays User’s Guide; http://www.nimblegen.com).

### Microarray data analysis

Raw data were analysed without background subtraction using the oligo package from Bioconductor (http://www.bioconductor.org). Background was corrected by the robust multi-array average (RMA) method. The data were normalized by quantiles, model-fitted using Tukey’s Median Polish method and transformed into log_2_ values. Differentially expressed genes were extracted using the Bioconductor Microarray Significant Profiles (MaSigPro) R package for the analysis of single and multiseries time course microarray experiments [51]. MaSigPro follows a two step regression strategy to find genes with significant temporal expression changes and significant differences between experimental groups. The method defined a general regression model for the data. For our experiments with four time points a cubic regression model (degree = 3) was defined. First, the global model was adjusted by the least-squared technique to identify differentially expressed genes, and significance was assessed by applying a false discovery rate (Q = 0.01). Second, a variable selection procedure was applied to find significant variables for each gene, for which a stepwise regression was employed (step.method = “two.ways.backward”, α = 0.01). Then, lists of differentially expressed genes according to each variable were generated (rsq = 0.6). After the MaSigPro analysis, a cut-offoflog_2_ (−fold difference) ≥1 (i.e. at least two-fold difference) was applied to designate genes as differentially expressed. Genes whose expression did not change were excluded to minimize background noise.

Hierarchical clustering was performed using Euclidean distance by UPGMA (Unweighted Pair Group Method with Arithmetic mean) with bootstrapping (100 replicates). Gene clustering was also performed using the *k*-means method [83] with Pearson correlation distances. Melon genes were annotated using Gene Ontology (GO) terms [84] before assignment to functional categories by FatiGO analysis [52].

### Microarray validation by real time quantitative reverse transcription PCR (qRT-PCR)

Twelve genes were selected for qRT-PCR analysis to validate the microarray data. The same RNA samples hybridised to the microarray were used for this purpose. First strand cDNA was synthesized from 1 μg of total RNA with an oligo(dT)_20_ primer and a SuperScript™ III Reverse Transcriptase kit (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. The resulting cDNA (20 ng per reaction) was analysed by qRT-PCR using a LightCycler® 480 Real-Time PCR System (Roche Applied Science, USA) with SYBR® Green I Mix (Roche Applied Science, USA). Four different reference genes were measured in each sample: *CmEF1α* (elongation factor 1-α), *CmAPT1* (adenine phosphoribosyl transferase), *CmCYP7* (cyclophilin) and *CmACT7* (actin). From analysis of the data with geNorm and BestKeeper software [85, 86], *CmCYP7* was found to be the most stable reference gene and used as the reference in all samples, as in previous experiments [47, 87]. Primers for amplification of target and reference genes were designed with Primer Express® Software v2.0 (Applied Biosystems, Foster City, CA, USA). Primers were based on the 3′-UTR region to ensure target specificity for genes belonging to multi-gene families and are listed in Additional file 4: Table S3. Intra-assay variation was evaluated by performing all amplification reactions in triplicate. A five-point standard curve was constructed for each gene, including *CmCYP7*, from serial 10-fold dilutions of cDNA. Efficiency was calculated from the slope of the linear correlation between Cp (crossing point) values of each dilution and the logarithm of the corresponding amount of RNA, according to the equation *E* = 10^(−1/*slope*)^ − 1 [88]. The amplification protocol consisted of an initial step at 95 °C for 10 min, and 45 cycles of 95 °C for 10 s and 60 °C for 30s. The specificity of the PCR amplification was checked in preliminary experiments by electrophoresis on an Agilent 2100 Bioanalyzer (Agilent Technologies), and routinely in the main experiments by melting curve analysis and agarose gel electrophoresis. Reverse transcriptase minus controls (RT-) and non-template controls (NTC) were included in each plate to assess the presence of genomic contamination (RT-), and primer dimers and/or primer contamination (NTC).

The relative expression of target genes was calculated using Cp values calculated by LC480 software and equation (1):

1 $$ R=\frac{N_{o, target}}{N_{o,HKG}}=\frac{{\left(1+{E}_{HKG}\right)}^{Cp,HKG}}{{\left(1+ Etarget\right)}^{Cp, target}} $$

where HKG is the reference gene (*CmCYP7*). Since the efficiency of amplification (E) was between 0.95-1.05 for all genes, the equation was simplified to equation (2):

2 $$ R=\frac{N_{o, target}}{N_{o,HKG}}={2}^{Cp,HKG-Cp, target} $$

Statistical tests were performed using the SSPS 17 (SSPS Inc., Chicago, III) package. All statistical calculations were performed using ΔCp values, as this parameter followed a normal distribution as assessed by the Kolmogorov-Smirnov test. Data were transformed to a log_2_ scale to make the data comparable with the microarray results. Pearson’s correlation distance was calculated across all four genotypes and fruit developmental stages combined.

### Analysis of differentially expressed genes

Genes related to metabolic or signalling pathways of interest were extracted using annotations in the KEGG gene database (http://www.genome.jp/kegg/) [89] and MapMan ontologies [68, 90]. Genes that were differentially expressed during fruit ripening in Ved and PS were identified by analysis of the microarray data using the Significance Analysis of Microarrays (SAM) algorithm in the TM4 software package [91], and by analysis with the Robin software package [67]. Data were displayed using MapMan [68]. For the assignment of melon genes as homologs or orthologs of previously characterized genes in other plant species, we have used plant phylogeny databases as PhylomeDB (http://phylomedb.org/) and PLAZA v3.0 (http://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_dicots/).

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE62560 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE62560).

## Additional files

Additional file 1: Figure S1. Expression of ethylene related genes analyzed by qRT-PCR on ethylene-treated fruits. Analysis was done on PS, PI and Dul control and treated fruits. Measurements were performed 24 h after the exogenous ethylene was applied (1000 ppm during 24 h at 20 ºC). a: *CmACS1* (1-aminocyclopropane-1-carboxylate synthase 1; MU51580)*.* b: *CmPG1* (polygalacturonase 1; MU10927). c: *CmACO*1 (1-aminocyclopropane-1-carboxylate oxidase 1; cCL451Contig1). d: *CmXTH1* (xyloglucan endotransglucosylase/hydrolase 1; cCL6092Contig1). e: *CmETR1* (ethylene receptor 1; cCI_54-H09-M13R). Black boxes indicate gene expression in ethylene-treated fruits. White boxes indicate the expression in control fruits (without external ethylene treatment). Additional file 2: Table S1. One-way ANOVA test on the sugar data in Figure 2 to provide statistical analysis. The file shows the P-values for each pairwise comparison of time points for each sugar end melon genotype. P-values with values P < 0.05, P < 0.01 and P < 0.001 are highlighted. Additional file 3: Table S2. List of unigenes represented in the microarray with the corresponding gene code from the genome sequencing [48] and the ICuGI code (http://www.icugi.org). The average expression value of each gene in the microarray is also given for all genotypes during the four ripening stages. The annotation of each gene is also shown as described in each source (genome, Melogen or ICuGI). Additional file 4: Table S3. Primer sequences of the genes used for the validation of the microarray expression data with qRT-PCR. Additional file 5: Figure S2. Comparison of microarray and qRT-PCR expression of *CmACO1* (1-aminocyclopropane-1-carboxylate oxidase-1)*.* a: Log2 fold change relative to 15 DAP for each genotype from array *CmACO1* gene expression values. b: Log2 fold change relative to 15 DAP from qRT-PCR *CmACO1* gene expression values. Additional file 6: Table S4. List of the differential expressed genes in at least one genotype, during fruit development. Differentially expressed genes for each genotype are also listed in different Excel spreadsheets. Additional file 7: Figure S3. MaSigPro analysis of the differentially expressed genes in each variety during “TIME”, showing the distribution of the corresponding GO terms. PS (‘Piel de Sapo’), PI (PI 161375), Ved (‘Védrantais’) and Dul (‘Dulce’). Differentially expressed genes were 2186 (PS), 3808 (PI), 6670 (Ved) and 3597 (Dul). Additional file 8: Table S5. Gene Ontology terms (GO terms) of the nine different clusters obtained according to the differentially expressed gene pattern. Genes belonging to each cluster are listed in contiguous spreadsheets. % vs. array means the representation of the GO term in relation to the complete array. Significant values are those higher than 50 %. No significant GO terms were found in clusters C8 and C9. Additional file 9: Table S6. Members of the *CmACS* and *CmACO* families (1-aminocyclopropane-1-carboxylate synthase and 1-aminocyclopropane-1-carboxylate oxidase, respectively) extracted from the melon genome sequence. a: gene not present in the microarray, b: gene not present in the ICuGI database and c: gene not present in Genbank. Additional file 10: Table S7. Expression values of genes related to ethylene biosynthesis, perception and signalling (spreadsheet 1) and carotenoid biosynthesis (spreadsheet 2). Genes highlighted in yellow are those discussed in the main text. Additional file 11: Table S8. MapMan analysis of Ved and PS at harvest stage (spreadsheet 1). Ethylene and carotenoid biosynthesis, transcription factors, sugar and cell wall related genes were analyzed. De-regulated genes were also detected by running the SAM tool (spreadsheet 2). Genes more expressed in Ved have positive values and genes more expressed in PS have negative values. Genes highlighted in yellow are those discussed in the main text.

## Abbreviations

DAP: Days after pollination
PI: Accession PI 161375
PS: cv. Piel de sapo T111
qRT-PCR: quantitative reverse-transcription polymerase chain reaction
Ved: cv. Védrantais
Dul: cv. Dulce

# Supplementary material for: Comparative transcriptional profiling analysis of developing melon (Cucumis melo L.) fruit from climacteric and non-climacteric varieties
**Source:** BMC Genomics. 2015 Jun 9;16(1):440. doi: 10.1186/s12864-015-1649-3
**Supplement:** Additional file 1: Figure S1. — Expression of ethylene related genes analyzed by qRT-PCR on ethylene-treated fruits. Analysis was done on PS, PI and Dul control and treated fruits. Measurements were performed 24 h after the exogenous ethylene was applied (1000 ppm during 24 h at 20 ºC). a: CmACS1 (1-aminocyclopropane-1-carboxylate synthase 1; MU51580). b: CmPG1 (polygalacturonase 1; MU10927). c: CmACO1 (1-aminocyclopropane-1-carboxylate oxidase 1; cCL451Contig1). d: CmXTH1 (xyloglucan endotransglucosylase/hydrolase 1; cCL6092Contig1). e: CmETR1 (ethylene receptor 1; cCI_54-H09-M13R). Black boxes indicate gene expression in ethylene-treated fruits. White boxes indicate the expression in control fruits (without external ethylene treatment).

## Slide 1

a
Relative CmACS1 expression
PS PI Dulce
c
Relative CmACO1 expression
PS PI Dulce
e
Relative CmETR1 expression
PS PI Dulce
b
Relative CmPG1 expression
PS PI Dulce
d
Relative CmXTH1 expression
 PS PI Dulce

How the deposited data were processed for this re-analysis (not part of the article)

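RNA of fruit flesh from 4 melon genotypes was measured on 41 one-colour NimbleGen arrays: Védrantais (Ved) and Dulce (Dul), which the paper classes as climacteric, and the PI accession (PI) and Piel de Sapo (PS), which it classes as non-climacteric. The stages were 15, 25 and 35 DAP (counted in days from pollination) and the mature fruit (H). The paper sets maturity at 45 DAP in Ved, 50 in Dul and PI, and 55 in PS. The condition and replicate number of each array were taken from the sample titles. There are 16 groups: 10 of 3 arrays, 5 of 2 and PS at 25 DAP with 1. The arrays of a group come from separate fruits, so the spread within a group includes the differences between fruits.

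Per the file headers, the authors read the image of each array with NimbleScan 2.4.31, and the deposited raw files hold the intensity of each probe without normalization. The deposited intensity of each unigene is the plain mean of its raw probe intensities, which was checked against the raw files; the largest difference was 0.505, the size of rounding to whole numbers. The deposited table of log2 values was made by the authors with the oligo package by RMA: background correction, quantile normalization between arrays and summary over probes by median polish. The versions of oligo and RMA are not given in the sources used here. The methods of the paper name the RMA background correction and also state that no background was subtracted; the lowest deposited log2 values lie under the log2 of the lowest raw intensity, so a background was removed.

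All main results were computed here from the raw probe intensities with R 4.3.3, limma 3.58.1 and data.table 1.17.8. The RMA background was removed from each array, the probes were brought to the same quantiles over the 41 arrays, and the probes of each unigene were summarized by median polish on the log2 scale. All 17443 unigenes were kept. Depth on an array is the signal over background: a unigene counted as above background when the median of its normalized probes, not its summarized value, reached the 95th percentile of the random probes of the same array. A fold difference against a group in which no array met this is given as a bound, computed against that level or the summarized value, whichever was higher on each array.

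Differences between groups were tested with limma: 1 linear model with the means of the 16 groups, a contrast for each comparison, and moderated statistics, so that all groups share the estimate of the spread. Its prior degrees of freedom were 3.29 and the typical standard deviation between the arrays of a group 0.285 log2. All 41 arrays entered the model because PS at 25 DAP has no replicate of its own. A unigene was called higher or lower where the p-value adjusted over all unigenes by the method of Benjamini and Hochberg was under 0.05 and the difference at least 1 log2 (2-fold). A stage profile was called in a genotype where the moderated F over the differences of the later stages from 15 DAP had an adjusted p under 0.01 and the highest and lowest stage means differed at least 2-fold. The difference in ripening change between the fruit types is the mean change from 15 DAP to H in Ved and Dul minus that in PI and PS. The position of PI is, over the unigenes called between the mean of mature Ved and Dul and mature PS, the median of the difference of PI from PS divided by the difference of the climacteric mean from PS: 0 is the level of PS and 1 the climacteric mean. Unigenes set apart by genotype are those at least 16-fold apart between Ved and PS, the same way round, at every stage.

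Stages were grouped as in the paper by average linkage on Euclidean distances of group means, with 100 bootstraps over unigenes. The unigenes with a stage profile in any genotype were sorted by k-means with 9 clusters, 25 starts and seed 1, on values scaled per unigene, where the paper used correlation distances and its own set of unigenes. The tests were tried on simulated data with known changes, drawn on the spread of the real arrays. In the comparison of mature Ved and PS, 26% of simulated changes of 1 log2, 82% of those of 1.5 and 90% of those of 2 were called with the right sign. Only a small share of the unigenes was changed in these data, so the rates do not carry over to the real comparisons.

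The unigenes named in the text were chosen by a rule with 4 parts. These are every unigene that the Results or Table 2 name by array code, whose values in the paper's tables had been seen; the 10 highest and 10 lowest differences between mature Ved and PS with an adjusted p under 0.05 and no overlap between the arrays of the groups; the 5 highest and 5 lowest by the same rule for each change from 15 DAP to H, for mature Dul and PI against PS, and, without the condition on overlap, for the difference in change between the fruit types; and the top 2 each way of every list. The lists were copied from the paper's tables: EREBP (53 unigenes), F-box (105), HD-Zip (40), NAC (24), MADS box (6), ethylene biosynthesis (12), ethylene perception and signalling (15 measured), carotenoid pathway (25), carotenogenesis regulation (8), sugar metabolism (21 measured), cell wall (35) and photosystem and antenna (39). The last 3 were picked by the study from these same arrays. List members were also adjusted over the list alone. A list of 4 unigenes with seed-related descriptions was added after the glutelin values had been seen. Descriptions come from the paper's tables, which hold one for 3695 unigenes.

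These alternatives were tried for each result they concern: the deposited log2 table; the deposited unigene intensities; no background correction; normexp background correction with an offset of 50; scaling to the median of each array; the mean of the probes; leaving out the dim unigenes, under the 25th percentile; only the groups compared; the replicate number as a block; the test against a 2-fold threshold (treat); leaving out each array in turn; a permutation statistic of the kind the study used (SAM), written here, for mature Ved against PS; cubic regression in each genotype with an R squared of at least 0.6; PS at 25 DAP left out; limits of 8-fold and 32-fold for unigenes set apart; other numbers of clusters, another seed and all unigenes for the groupings; and other sets of unigenes for the position of PI. The image-reading run of each array, read from the file headers, was added later as a block and as a restriction to the arrays of run 1 or 2. Under the restriction most groups keep 1 array, which is assumed to vary like the arrays of the other groups in the run.

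Some steps of the study were left out. MaSigPro was replaced by the moderated F and the cubic regression, because it could not be run here. Gene ontology enrichment and lists chosen by keyword were not run, since no description of all unigenes was at hand, and a set test on the described unigenes alone would rest on a selection made by the study. Of Tables S2 and S4 only a first part was held, and of Table S5 the later clusters were incomplete. These tables served for descriptions and not for overlaps. A block for the slide was not run, because every array has a slide of its own. RT-qPCR, metabolite and fruit measurements were not analysed here.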

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

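The comparisons of ripening change between genotypes and the count of unigenes set apart were fixed in advance. The tests of explanations below, the restriction to an image-reading run, the pairings of genotypes, and the choice of the photosystem and glutelin unigenes as patterns to examine were chosen after the results had been seen, on the same arrays. Each explanation weighed here is therefore a hypothesis.

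Ripening change differed between genotypes for many unigenes. Between the climacteric pair (Ved and Dul) and the other pair (PI and PS), the change from 15 DAP to H differed for 3406 unigenes by limma (1528 higher and 1878 lower). The change in Ved differed from that in PS for 4302, the change in Dul from that in PS for 3244, and the change in PI from that in PS for 3009, so that the second non-climacteric genotype differs from PS about as widely as Dul does. When the genotypes were paired otherwise, Ved and PI against Dul and PS gave 2489 and Ved and PS against Dul and PI gave 1811. The real pairing was highest, 1 of 3, but with 3 pairings the splits are too few for a share under 0.05. Fruit type is carried by 2 genotypes each, and the unigenes that follow it cannot be told from those that follow the genotypes.

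For each comparison of 3 arrays with 3, the real split called more unigenes than any of the others, 1 of 10, and 10 splits are too few for a share under 0.05. The highest of the other splits called 24 unigenes for mature Ved and PS (real 5020), 0 for Dul and PS (real 4391), 13 for PI and PS (real 4138) and 179 for PI and Ved (real 4456). It called 3 for Ved H against Ved 15 DAP (real 6512), 82 for Ved H against Ved 35 DAP (real 2946), 14 for Dul H against Dul 35 DAP (real 2763), 114 for PI H against PI 35 DAP (real 376) and 106 for PS H against PS 35 DAP (real 402). For mature Ved and Dul together against PS, the real split was 1 of 84 with 3969 unigenes, taking the 6 arrays as 1 group. That excludes chance only for arrays that do not differ by genotype, and it does not set Ved and Dul as a type against PS. The highest other split, 3915, sets the 3 Ved arrays apart, and the next, 2840, the 3 Dul arrays. The splits thus follow genotype, and the split by Ved called nearly as many unigenes as the split by PS.

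At every stage the log2 means of 18 unigenes lay at least 4 apart between Ved and PS, 16 of them higher in PS and 2 in Ved, though this held for only 2 without background correction and 1 with the deposited unigene intensities. In 5 of the 16 Ved was low alone, with every other genotype at least 3 log2 higher on average, such as a patellin (cCL5705Contig1), which binds lipids of the cell plate, at 6.82 on the log2 scale in Ved against 13.25 in Dul and 13.95 in PS, and in 8 PS was high alone by the same measure. In 14 unigenes all 4 probes differed at least 2 log2 the same way, and in the other 4 so did 3 of 4 probes. A mismatch of a single probe thus does not account for them. The unigenes were chosen by the median polish of their probes, which a single deviant probe hardly moves. The probes are therefore no independent test. A missing gene, or an allele that no probe matches, remains a candidate explanation, since in 14 of the 18 the lower genotype lay above the random probes on 1 array at most, where a fold is only a bound, but an unexpressed gene would look alike and the arrays cannot tell them apart. The genomic sequence of these loci in the genotypes would settle it.

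Photosystem and antenna unigenes, whose products capture light in the chloroplast, stayed high in PI. At maturity their median was 14.22 in PI (n = 3), against 10.17 in Ved, 10.37 in Dul and 9.31 in PS, and for 32 of 39 the change from 15 DAP to H was higher in PI than in PS. For the level at maturity the image-reading run is excluded: among the arrays of run 1 alone, mature PI was higher than the mean of the others by a median of 3.88 (spread 1.59 over the unigenes) and in 39 of 39, with 1 array each of Ved and PS. The change in PI cannot be tested within a run, as its 15 DAP arrays were read in another run than its mature arrays. With the run as a block, that change exceeded the mean change of the others by a median of 3.36. Quantile normalization is excluded as well, since with median scaling the change in PI exceeded the mean change of the others by a median of 3.67 (spread 1.04), with 3.45 in the main result. According to the paper the samples left out the rind but PI has an outer region of green flesh, and a larger share of that flesh in its samples may also give this pattern, which these arrays cannot test.

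The glutelin unigenes cSSH4I8_c and cCL572Contig1, which code for seed storage proteins, were lower in mature Ved than in PS, at -8.60 and -8.41. Their levels were 13.32 and 14.41 in PS and 14.48 and 15.35 in Dul, against 4.94 and 6.53 in PI. Of their probes, 8 of 8 were at least 2 log2 higher in Dul and PS than in Ved and PI, so a mismatch of a single probe does not account for the difference. Both unigenes were picked by the median polish of their probes, which a single deviant probe hardly moves. The probes are therefore no independent test. Seed tissue in the Dul and PS samples, which by the methods of the paper left out seed and jelly, was weighed with a list of 4 other unigenes of seed-related description, of which 0 followed the same pattern: a seed maturation protein (c15d_30-A04-M13R_c), the one with the highest mature level, was at 12.22 in PI and 9.28 in PS. Of these 4, 3 lay at 8.69 or more in every group and so are genes of the flesh as well, while the seed globulin cA_12-B09-M13R_c was at 6.36 in Dul and 5.56 in PS, so the list may point away from seed tissue but cannot tell it from a glutelin-like gene of the flesh.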

How the results depend on the processing

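The alternatives were set before the data were examined, except for the image-reading run. The run, as a block and as a restriction to run 1 or run 2, was chosen after seeing the data. In all, 100 results were followed over 26 settings besides the leaving out of single arrays, and a count is reported below where it moved by over 1.5 times. The deposited log2 table moved no count that far, nor did the omission of PS at 25 DAP, the SAM statistic (5117 unigenes against 5020 between mature Ved and PS), the limit of 32-fold, other numbers of clusters or another seed. Whether a moved count reflects lost precision or another cause was not tested, except where stated. The results are limited by the number of arrays, from 1 to 3 per group. Depth limits the dim unigenes, whose differences shrink toward 0 where the background is left in. The slide block was not run.

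For most comparisons the strictest setting was the test against a 2-fold threshold, which asks that a change exceed 2-fold beyond its error. It called 2262 unigenes (main 5020) between mature Ved and PS, 1347 between Dul and PS (main 4391), 1789 between PI and PS (main 4138) and 1657 between PI and Ved. For the change from 15 DAP to H it called 3524 in Ved, 2498 in Dul, 1858 in PI and 1439 in PS. In Dul these were 942 higher and 1556 lower, against 2840 and 2809 in the main result, and in PS 515 higher and 924 lower, against 2033 and 2190. Of the later steps, 2488 were called from 25 to 35 DAP in Ved and 587 in Dul. From 35 DAP to H there were 541 in Ved, 679 in Dul (182 higher and 497 lower, main 1189 and 1574), 15 in PI and 5 in PS. Between the fruit types the change differed for 796 unigenes (main 3406). With only the groups compared in the model, 1336 unigenes were called between 25 and 35 DAP in Dul (main 2221), 11 between 35 DAP and H in PI (main 376) and 57 in PS (main 402). Cubic regression gave profiles for 2852 unigenes in Dul, 2082 in PI and 612 in PS, of which 216 were shared by all 4 genotypes, 788 by exactly 3 and 21 by PI and PS alone. The small counts for the last step in PI and PS are therefore the least stable of the comparisons.

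Background handling changed the dim unigenes. The number set apart between Ved and PS, 18 in the main result, was 7 with normexp, 2 without background correction, 1 with the deposited unigene intensities and 6 with the dim unigenes left out. It was 43 at a limit of 8-fold. Between 35 DAP and H in PS the count was 265 without background correction, 260 with the deposited intensities and 260 without the dim unigenes, the last 65 higher and 195 lower against 144 and 258. In PI the step without the dim unigenes had 108 higher and 185 lower, against 179 and 197. Among the ethylene biosynthesis unigenes, 2 were called between mature Ved and PS without background correction and 2 with the deposited intensities (main 4), which also gave 4 changes in Ved (main 7) and 4 in Dul (main 8). Without the dim unigenes this list had 1 between mature Ved and PS, 3 changes in Ved, 3 in Dul, 1 in PI, 1 in PS and 1 between the fruit types. HD-Zip then had 8 between mature Ved and PS (main 14), 11 changes in Ved (main 23), 12 in Dul (main 19), 6 in PI (main 14) and 8 between the fruit types (main 13), while NAC had 9 changes in Ved (main 14). The split of EREBP between mature Ved and PS became 7 higher and 15 lower (main 11 and 15), and that of the cell wall list 4 and 23 (main 9 and 26). Median scaling shifted the median of all unigenes from 15 DAP to H by 0.33 log2 in Dul, 0.19 in PI, 0.19 in Ved and 0.11 in PS, against 0.14 in Ved and 0.14 in Dul in the main result. With it, 11 carotenoid pathway unigenes changed in PI (main 7), 3 of ethylene perception changed in PI (main 1) and 2 in PS (main 1), and F-box in Ved was split 24 higher and 10 lower (main 18 and 15).

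The MADS box list has only 6 members, without cCL5689Contig1, and most settings move its counts by 1. Its difference in change between the fruit types, 0 by limma in the main result with 4 unigenes at an unadjusted p under 0.05, was 1 when adjusted over the list alone, with the deposited intensities, with the mean of the probes, without background correction and with normexp. Its changes in Dul numbered 1 (main 2) without background correction, without the dim unigenes and within run 1. In PI they numbered 1 (main 2) with the mean of the probes, with median scaling and with the run as a block. In PS they numbered 0 (main 1) with the deposited intensities, without background correction and with median scaling, and 2 with the run as a block.

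Leaving out single arrays moved 14 of the results. The MADS box count for the fruit types ranged from 0 to 2: it was 2 without PI H replicate 1 or Ved H replicate 3, and 1 without Dul H replicate 2 or Ved 15 DAP replicate 3. Its changes were 1 to 2 in Dul (1 without Dul 15 DAP replicate 1), 0 to 1 in PS (0 without PS 15 DAP replicate 1 or PS H replicate 3), and 1 in PI without any of the 5 arrays. For PI H against PI 35 DAP the count was 177 to 609, with 247 without PI 35 DAP replicate 2, 177 without its replicate 3, 219 without PI H replicate 1 and 609 without PI H replicate 2. For PS H against PS 35 DAP it was 159 to 459, with 175 without PS 35 DAP replicate 1, 159 without PS H replicate 2, and 214 higher and 245 lower without PS 35 DAP replicate 3. The profiles of PI and PS alone, 159 in the main result, numbered 83 to 182, with 83 without PS 15 DAP replicate 1 and 101 without replicate 3. The photosystem list had 19 to 31 changes in Dul, the 19 without Dul 15 DAP replicate 2, and 6 to 18 in PI, the 6 without PI 15 DAP replicate 2 or PI H replicate 3. Ethylene biosynthesis had 5 to 7 changes in Dul, 5 without either array of 15 DAP. Ethylene perception had 1 to 3 changes in PS (2 without PS 15 DAP replicate 3, 3 without PS H replicate 1), 1 to 3 in Ved (1 without Ved 15 DAP replicate 2) and 1 to 2 between mature Ved and PS (1 without PS H replicate 1 or Ved H replicate 1). Carotenogenesis regulation had 3 to 5 between the fruit types, the 3 without PI 15 DAP replicate 3.

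The replicate numbers do not pair the arrays: deviations from the group means correlated at -0.0062 between arrays of the same number and at 0.003 otherwise, and 27.0% of the same-number pairs exceeded 0.1. Of the 40 arrays in groups with replicates, 17 correlated best with their own number. With the replicate number as a block, 5003 unigenes were called between mature Ved and PS (main 5020), and the MADS box list had 1 change in PI (main 2) and 2 in PS (main 1). No other count moved by over 1.5 times. Among the named changes 3 lost their call under the block and 1 gained it.

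The image-reading run is partly tied to genotype and stage, and deviations correlated at 0.0281 within a run and at -0.0178 between runs. With the run as a block the photosystem list had 7 changes in PI (main 12). Within run 1, 2703 unigenes were called between mature Dul and PS, 205 between 35 DAP and H in PI and 47 in PS. Of the lists between mature Ved and PS, run 1 gave EREBP 17 (main 26), NAC 4 (main 8), cell wall 23 (main 35), photosystem 7 (main 12) and ethylene perception 1 (main 2). The MADS box count there was 1, higher in Ved, where the main result had 0 higher and 2 lower. Run 1 holds 1 mature Ved and 1 mature PS array, so these counts compare single arrays, which are assumed to vary like the others of the run, and the change of direction for MADS box carries little weight. Within run 2 the last step in Ved had 1709 unigenes (main 2946), NAC changed in PS for 11 (main 6), ethylene perception for 5 in PS (main 1) and 1 in Ved (main 3), and between mature Ved and PS there were 19 photosystem unigenes and 1 of ethylene perception. Run 2 holds 1 mature Ved array and 1 PS array of 15 DAP, so a call gained or lost within a run may reflect single arrays. Of the 586 named changes, 391 were called, 74 were weaker in some setting and 1 turned round: CmCWINV (c46d_34-C03-M13R_c) in Ved from 15 DAP to H, at -0.19 (adjusted p = 0.834), became 1.78 within run 2 (adjusted p = 0.00146), which rests on 1 mature array, replicate 3, at 12.55 against 9.40 and 9.78 in the other mature Ved arrays. In its other settings the value lay between -1.18 and 0.39, with adjusted p from 0.148 to 0.933.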

Differences from the paper's values

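Values were compared with the paper's counts of unigenes and with its log2 values for named unigenes, and a count was taken to differ where it was over 1.5 times higher or lower. A log2 value was taken to differ where its sign was opposite or the gap exceeded the standard deviation between the arrays of the 2 groups, which is wider for some unigenes than for others. The alternatives named here were set before the data were examined, and none was chosen to come closer to the paper. The statements about single genes below were compared after their values had been seen.

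For the stage profiles the paper used MaSigPro, a cubic regression over time with a false discovery rate of 0.01, an R squared of at least 0.6 and at least a 2-fold difference. Here the main result used a moderated F at an adjusted p under 0.01 and 2-fold, without a limit on R squared. In PS the paper gives 2186 unigenes and the main result 3692; with the deposited unigene intensities, without the dim unigenes and without background correction the count no longer differed, and with the 7 other alternatives run it did. In Dul the paper gives 3597 and the main result 6054; the same 3 alternatives and the cubic regression came within the limit. For unigenes shared by all 4 genotypes the paper gives 450 and the main result 1514, and every alternative differed, the cubic regression in the other direction (216). For those shared by exactly 3 genotypes the paper gives 1362 and the main result 2315, with no difference by the deposited intensities, without the dim unigenes and without background correction. For Ved and Dul alone the paper gives 983 and the main result 1503, with no difference by those 3 alternatives, by normexp and by the cubic regression. The counts for PI (the paper's 3808), Ved (the paper's 6670), any genotype (the paper's 9400) and PI and PS alone (the paper's 177) lay within the limit in the main result. Cubic regression with a limit on R squared, which is nearest to the paper's method, gave lower counts in PS and PI than the paper, so the method may account for part of the difference, but MaSigPro itself was not run.

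For mature Ved against PS the paper lists 65 unigenes higher in Ved and 137 higher in PS, from SAM with at least a 2-fold difference; the delta and false discovery rate of that list are not given in the sources used here. The main result has 2508 and 2512, and the counts differed with all 11 alternatives, among them the SAM statistic (2587 and 2530) and the test against a 2-fold threshold (1022 and 1240). Of the paper's list, 131 unigenes higher in PS and all 65 higher in Ved were found on the array by their codes, and all of these were called the same way here. Their values in Table S8 match as linear folds for the part higher in PS (3.58 to 361 in the table) and as log2 values with a negative sign for the part higher in Ved (-9.87 to -1.91 in the table). The median difference here was -4.95 for the first part and 5.65 for the second, so the paper's list may be a stricter choice from the same differences.

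The tables of the paper give a log2 of Ved over PS at maturity for 55 of the named unigenes, and 54 did not differ by that rule. The exception is CmEIL2 (cCL2843Contig1), at -0.41 in the paper and 0.41 here, which differed in every alternative; the deposited log2 table also gave 0.41. The paper states that CmATH and CmERT were 3 to 5-fold higher in Ved than in PS, and the differences here were 3.10 and 5.20 on the log2 scale, 8.58-fold and 36.9-fold. Read as log2 values, the numbers of the paper match. For CmINV (almost 10 times in the paper) the fold was at least 9.13, as mature PS lay at background, and for the invertase inhibitors (about 30 times in the paper) 29.8 and 31.3.

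The paper calls the cluster of mature Ved and Dul with Ved at 35 DAP the most divergent. Here the tree held the same 3 branches, but the branch of the 6 young-fruit groups joined last, at a height of 184, and the mean distance of the ripe climacteric branch was 167 to the branch of PI, PS and Dul at 35 DAP and 219 to the young fruit. The paper places photosynthesis in a cluster that fell in PI, Ved and Dul with a weaker fall in PS. Of the 39 photosystem and antenna unigenes, 37 fell in Ved, 31 in Dul and 30 in PS, with a median of -3.60 in PS, and in PI none fell and 12 rose. All 39 lay in a cluster shaped like another one that the paper describes, falling in Ved, Dul and PS but not in PI. The list was taken from the cluster table of the study, so its shape may follow from that choice. It does not show how the other photosynthesis genes of the paper's cluster behaved. The paper states that photosystem II genes were much higher in mature PS than in Ved, as data not shown. Of the 8 photosystem II unigenes here, 2 were higher and 1 lower in Ved. The list of unigenes behind the paper's statement is not given, so a different choice may explain the difference.

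For some single genes the direction or the genotypes differ from the paper's statement, always by limma and from 15 DAP to maturity unless said. CmMADS8 and cCL5689Contig1, which the paper describes as changing specifically in climacteric genotypes, did not follow that division in their changes: CmMADS8 was not called in Dul (0.78, adjusted p = 0.53) and its fall in PI depended on the setting (-2.37, adjusted p = 0.049, and -1.96, adjusted p = 0.172, with the run as a block), and cCL5689Contig1 rose in all 4 genotypes, by 1.42 in PS and 1.51 in PI, though the first was not called without PS 15 DAP replicate 3 and the second was under 2-fold without PI H replicate 2. The mature fruit was nearer to the paper: CmMADS8 was lower than PS in Ved (-3.32) and Dul (-3.79), and cCL5689Contig1 was higher in Ved (1.75) and Dul (1.39). The F-box unigene cCL2643Contig1, decreasing in PS in the paper, had a change of 0.26 there (adjusted p = 0.851), and cCL891Contig1, relatively constant in PS in the paper, fell by 1.44 (adjusted p = 0.00124).

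Other statements were not met by the test at the thresholds used here. Of the 5 EREBP-like unigenes that the paper has rising in all genotypes except PS, 3 were not called in PI, namely cCL2943Contig1 (1.15, adjusted p = 0.0926), cCL5010Contig1 (1.78, adjusted p = 0.09) and cCI_03-A07-M13R_c (2.03, adjusted p = 0.121), though the first 2 were called without PI H replicate 2. CmORG, rising from 25 DAP in orange-fleshed melons in the paper, was not called in Dul from 25 to 35 DAP (0.31, adjusted p = 0.269) or from there to H (-0.34, adjusted p = 0.113). The change of CmSGR, more strongly induced in coloured flesh in the paper, did not differ from that in PS in Ved (1.02, adjusted p = 0.0926), Dul (-0.15, adjusted p = 0.849) or PI (0.16, adjusted p = 0.864), but as 0 arrays of Ved, PI or PS detected it at 15 DAP, the sizes of these changes are bounds and do not settle the statement. The difference of CmAGM at 25 DAP between Ved and the single PS array (-3.14) did not pass the test, which has little power with 1 array. Ved and Dul were both lower than PI at that stage, as in the paper. The CmPSY1 unigene cSSH9H13_c was higher in mature Ved by less than 2-fold (0.75, adjusted p = 0.0213).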

Other observations

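The counts and values below are not given in the paper, which does discuss some of the same genes and states that both fruit types share many changes. Those on shared steps, on unigenes apart in one genotype and on pairs of genotypes were chosen after the results had been seen, while the genes with the largest changes were named by a rule fixed in advance.

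In the fruit of PI and PS few unigenes were called after 35 DAP, while in Ved and Dul many were. The counts of PI and PS for this step were the least stable of the comparisons. From 35 DAP to maturity limma called 376 unigenes in PI and 402 in PS, against 2946 in Ved and 2763 in Dul, although 4413 and 3667 had changed in PI and PS from 15 to 35 DAP. Ved changed most from 25 to 35 DAP (5699 unigenes), and the unigenes of that step overlapped with those of the same step in Dul (526 risen and 839 fallen in both, with 152 and 212 expected if independent). They also overlapped with those of the later step in Dul (751 and 1077, with 193 and 259 expected). Whether the overlaps differ was not tested. The shared changes were counted by pair: from 15 DAP to maturity 1695 unigenes rose and 2068 fell in both Ved and Dul, 943 and 1183 in both PI and PS, and 1117 and 1463 in both Ved and PS, while 103, 176 and 169 went opposite ways. The changes compared in each pair come from separate arrays.

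Some of the largest changes were shared by all genotypes. The polygalacturonase unigene c46d_14-C03-M13R_c, whose product cuts pectin, rose by 9.76 in Ved, 8.67 in Dul, 6.63 in PI and 9.28 in PS on the log2 scale (highest adjusted p = 7.11e-13), and a lupeol synthase (c46d_17-E09-M13R_c), an enzyme of triterpene synthesis, by 7.47, 7.45, 5.89 and 8.77. Both started from background at 15 DAP, so that as folds the rises of the former were at least 282-fold, 211-fold, 15.5-fold and 97.8-fold. Among unigenes without a description, cSSH1I8_c rose by 10.39, 9.43, 9.92 and 8.06, cSSH4A8_c by 10.45, 8.88, 9.58 and 9.05, and cCL2604Contig1 by 9.94, 8.96, 9.02 and 8.76. A SAUR unigene (c15d_05-H03-M13R_c), of a family that answers auxin, fell by 8.19 in Ved, 9.11 in Dul, 4.95 in PI and 8.87 in PS. One resembling root phototropism protein 3 (cCI_54-A09-M13R_c) fell by 8.31 in Ved, 7.90 in PI and at least 15.3-fold in Dul, and its change in PS is not given here.

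Others differed in their change between the fruit types. The difference in change between the fruit types was 7.01 (standard error 0.82, adjusted p = 2.31e-07) for an indole-3-acetate beta-glucosyltransferase (cFR13M24_c), which binds auxin to glucose and rose by 6.15 in Ved and 7.07 in Dul. It was -7.17 (standard error 0.39, adjusted p = 9.12e-14) for the sugar transporter cCL3614Contig1, resembling SWEET16, which fell by 7.93 in Ved and 7.34 in Dul (at least 73.5-fold and 31.1-fold) and had a change of 0.06 (adjusted p = 0.92) in PI and -0.99 (adjusted p = 0.054) in PS. For a phloem lectin (cCL35Contig2) it was -6.11 (standard error 0.73, adjusted p = 3.5e-07), and for a nucleoredoxin (c46d_18-A05-M13R_c), an enzyme of redox control, -7.56 (standard error 0.53, adjusted p = 1.81e-11), with a rise of 7.06 in PI. Not all followed the types, since a kiwellin unigene (cSSH6B5_c), coding for a fruit cell wall protein, rose by 9.23 in Ved, 7.28 in Dul and 3.91 in PI, with a change of 0.06 (adjusted p = 0.973) in PS.

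Mature PS stood alone in other unigenes. The phosphoethanolamine N-methyltransferase unigenes cCL2898Contig1 and cAI_13-B06-M13R_c, for an enzyme of choline synthesis, were higher in PS than in Dul, at -8.20 (standard error 0.42, adjusted p = 6.67e-15, at least 69.8-fold) and -7.32 (standard error 0.46, adjusted p = 4.89e-13, at least 96.7-fold), than in PI, at -7.05 and -6.76, and than in Ved, at -6.07 and -5.89. They fell in Ved, Dul and PI from 15 DAP and were nearly level in PS (-0.40, adjusted p = 0.556, and -0.35, adjusted p = 0.637). A GABA transaminase-like unigene (cPS_13-E09-M13R_c) fell by 8.31 in Ved, 8.78 in Dul, 5.56 in PI and 1.71 in PS.

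PI had the most unigenes apart from all other genotypes: at every stage 15 were at least 16-fold lower and 7 at least 16-fold higher than in each of the other 3, against 4 and 0 in Ved, 2 and 0 in Dul, and 1 and 6 in PS. Lower in mature PI than in PS were a heat shock protein 83 (c46d_35-F10-M13R_c), a chaperone, at -7.77 (standard error 0.50, adjusted p = 3.35e-13, at least 24.6-fold), and cCL1608Contig1, without a description, at -9.08 (standard error 0.35, adjusted p = 5.08e-18, at least 105-fold). Both rose in Ved, Dul and PS after 15 DAP and not in PI (0.17, adjusted p = 0.842, and -0.04, adjusted p = 0.945). Higher in PI than in PS were a plastocyanin (cCI_34-D02-M13R_c), a carrier of electrons in photosynthesis, by 7.93 (standard error 0.47, adjusted p = 8.43e-14, at least 88.3-fold), and a fucosyltransferase-like unigene (cA_32-D03-M13R_c) by 8.61 (standard error 0.48, adjusted p = 2.05e-14, at least 110-fold). The median position of PI hides this spread: 8.0% of the unigenes lay beyond PS and 18.0% beyond the climacteric mean by over 0.25 of the distance, and the median was 0.761, 0.604 and 0.617 in its 3 arrays. Few unigenes set any pair of genotypes apart at the extreme. At maturity 3 unigenes were at least 5 log2 higher in Ved and Dul than in both of the others, and 3 in PI and PS. For the pairs across the fruit types there were 3 in Dul and PS, 2 in Ved and PS, 1 in Dul and PI and 0 in Ved and PI. These counts are too small to tell whether pairs followed the fruit types.

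Of the 8 unigenes that the study lists as regulators of carotenoid accumulation, 6 were higher and 1 lower in mature Ved than in PS, 4 and 1 in Dul and 6 and 1 in PI. From 15 DAP to maturity 6 rose and 2 fell in Ved, 4 and 1 in Dul, 5 and 1 in PI (6 and 1 adjusted over the list alone), and 2 and 1 in PS, and the change differed between the fruit types in 3 higher and 2 lower. The largest difference between mature Ved and PS was that of CmHSP20 (cCL5861Contig1), a small heat shock protein, higher by 5.62 in Ved and 3.91 in PI (adjusted p = 1.33e-08 and 6.87e-06). In PI the largest difference of the list was 4.91.

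The deposited log2 values departed from those computed here for 1 set of unigenes. All 209 unigenes whose code begins with cSSH differed by more than 0.05 log2 on some array, and of all unigenes 26 differed by more than 1, while 99.1% of the values lay within 0.05. The deposited log2 table gave counts close to the main ones, and the cause was not tested.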
